# mTOR signaling mediates resistance to tankyrase inhibitors in Wnt-driven colorectal cancer

**DOI:** 10.18632/oncotarget.18146

**Published:** 2017-05-24

**Authors:** Tetsuo Mashima, Yoko Taneda, Myung-Kyu Jang, Anna Mizutani, Yukiko Muramatsu, Haruka Yoshida, Ayana Sato, Noritaka Tanaka, Yoshikazu Sugimoto, Hiroyuki Seimiya

**Keywords:** tankyrase, Wnt, colorectal cancer, resistance, mTOR

## Abstract

Activation of Wnt/β-catenin signaling is essential for colorectal carcinogenesis. Tankyrase, a member of the poly(ADP-ribose) polymerase (PARP) family, is a positive regulator of the Wnt/β-catenin signaling. Accordingly, tankyrase inhibitors are under preclinical development for colorectal cancer (CRC) therapy. However, Wnt-driven colorectal cancer cells are not equally sensitive to tankyrase inhibitors, and cellular factors that affect tankyrase inhibitor sensitivity remain elusive. Here, we established a tankyrase inhibitor-resistant cell line, 320-IWR, from Wnt/β-catenin-dependent CRC COLO-320DM cells. 320-IWR cells exhibited resistance to tankyrase inhibitors, IWR-1 and G007-LK, but remained sensitive to a PARP-1/2 inhibitor, olaparib, and several anti-CRC agents. In 320-IWR cells, nuclear localization of active β-catenin was decreased and expression of β-catenin target genes was constitutively repressed, suggesting that these cells repressed the Wnt/β-catenin signaling and were dependent on alternative proliferation pathways. 320-IWR cells exhibited upregulated mTOR signaling and were more sensitive to mTOR inhibition than the parental cells. Importantly, mTOR inhibition reversed resistance to tankyrase inhibitors and potentiated their anti-proliferative effects in 320-IWR cells as well as in CRC cell lines in which the mTOR pathway was intrinsically activated. These results indicate that mTOR signaling confers resistance to tankyrase inhibitors in CRC cells and suggest that the combination of tankyrase and mTOR inhibitors would be a useful therapeutic approach for a subset of CRCs.

## INTRODUCTION

Colorectal cancer (CRC) is a leading cause of cancer death worldwide. In the treatment of metastatic CRC, conventional chemotherapy and several molecularly-targeted drugs are currently used as standard drugs [1]. However, the effectiveness of these drugs is limited, and development of additional new drugs is required to improve treatment outcome. In CRC, multi-step genetic changes drive tumor development [2]. Together with mutations in oncogenes and tumor suppressor genes, such as *KRAS*, *p53*, and *SMAD4*, activation of the canonical Wnt/β-catenin signaling pathway is a critical event in colorectal tumorigenesis. The Wnt/β-catenin signaling activation is mainly caused by loss-of-function mutations in the adenomatous polyposis coli (*APC*) gene [3]. In most sporadic CRC cases, mutations in *APC* occur, which lead to stabilization of β-catenin and activation of downstream TCF/LEF-mediated transcription [3, 4]. The Wnt/β-catenin pathway plays an essential role not only in CRC initiation but also in tumor maintenance [5]. These observations indicate that Wnt/β-catenin signaling is a rational therapeutic target for CRC.

Tankyrase is a member of the poly(ADP-ribose) polymerase (PARP) family of proteins, originally identified as a telomeric repeat binding factor-interacting protein [6]. Tankyrase recognizes its substrate proteins through the multiple ankyrin repeat cluster domains for PARylation and is involved in telomere homeostasis and in other biological events such as mitosis [6, 7]. Since the discovery of tankyrase as a positive regulator of Wnt/β-catenin signaling [8], tankyrase has particularly been considered as a promising molecular target for CRC therapy and studies on tankyrase inhibitor development is actively ongoing. In Wnt/β-catenin pathway, tankyrase PARylates Axin, a negative regulator of the Wnt pathway, leading to its ubiquitylation by RNF146 and proteasome-mediated degradation [9]. As a result, tankyrase causes β-catenin stabilization and positively regulates the Wnt/β-catenin signaling pathway. Recently, several tankyrase inhibitors have been developed, including XAV939, IWR-1, G007-LK and AZ1366 [10–13]. In CRC cells, tankyrase inhibitor treatment particularly accumulates Axin2 protein level and causes β-catenin degradation. Among the tankyrase inhibitors reported, G007-LK and AZ1366 were shown to effectively suppress CRC growth *in vivo*, utilizing CRC cell lines and patient-derived tumor xenograft, respectively [12, 13].

However, recent reports have shown that not all Wnt/β-catenin-driven CRC cells are sensitive to tankyrase inhibitors [12, 13]. So far, little information is available as to what determines cellular sensitivity to tankyrase inhibitors. To establish successful tankyrase-targeting therapy for CRC treatment, it is critical to identify the cellular factors that affect sensitivity to the agents and further develop predictive biomarkers for the selection of patient groups to undergo therapy.

To understand the molecular pathways that affect cellular sensitivity to tankyrase inhibitors, we established a novel tankyrase inhibitor-resistant cell line, 320-IWR, from Wnt/β-catenin-dependent CRC COLO-320DM cells. Through the analysis of these resistant cells, we identified the mTOR pathway, an important proliferation factor in various cancers including CRC, as a crucial resistant factor to tankyrase inhibitors.

## RESULTS

### Tankyrase inhibitors suppress CRC COLO-320DM cell proliferation through β-catenin degradation

Among the *APC*–mutated CRC cell lines, COLO-320DM cells are sensitive to tankyrase inhibitors [12]. To clarify the significance of β-catenin downregulation after drug treatment in the suppression of COLO-320DM cell proliferation, we overexpressed constitutively active β-catenin with a deleted mutation at Ser45 [β-cat(S45Δ)-FLAG] in the cells. This β-catenin mutant is not phosphorylated by casein kinase I α (CK1α) at Ser45 and is thereby resistant to subsequent phosphorylation at Ser41, Ser37 and Ser33 by glycogen synthase kinase 3β (GSK-3β), which is required for proteasome-mediated degradation [14, 15]. It was also shown that the β-cat(S45Δ) stimulates TCF reporter activity much stronger than the wild-type β-catenin even without Wnt ligand [16]. As expected, when COLO-320DM cells were treated with IWR-1, a tankyrase inhibitor, Axin2 protein accumulated and endogenous active β-catenin protein levels were reduced (Figure 1A). In contrast, β-cat(S45Δ)-FLAG was resistant to degradation even upon the tankyrase inhibitor treatment and active β-catenin levels were maintained after inhibitor treatment (Figure 1A). Importantly, growth inhibition by IWR-1 and another tankyrase inhibitor G007-LK was strongly prevented in these β-catenin mutant-expressing cells (Figure 1B). These results indicate that down-regulation of active β-catenin is a critical step in the growth inhibition of COLO-320DM cells treated with tankyrase inhibitors.

**Figure 1:**
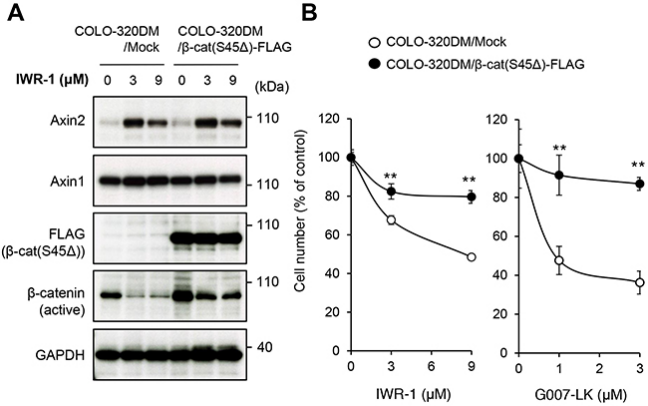
Tankyrase inhibitors suppress colorectal cancer COLO-320DM cell proliferation through inhibition of the β-catenin pathway **(A)** Expression of constitutively active β-catenin in COLO-320DM cells. Cells were transfected with the plasmid vector expressing active β-catenin (Ser45Δ) with a FLAG epitope tag or control vector (Mock) as described in the Materials and Methods. At 24 h after transfection, cells were left untreated or treated with IWR-1 for 16 h. Protein levels of the exogenously expressed constitutively active β-catenin (FLAG), active β-catenin which was dephosphorylated on Ser37 or Thr41 (endogenous and exogenous) and Axin1 and 2 were evaluated by western blot analysis. **(B)** Effect of constitutively active β-catenin expression on tankyrase inhibitor-induced growth inhibition of COLO-320DM cells. COLO-320DM cells transfected with active β-catenin (Ser45Δ) or control vector (Mock) were treated with tankyrase inhibitors, IWR-1 or G007-LK, for 120 h. Cell numbers were evaluated as described in the Materials and Methods. Error bars represent standard deviation (SD) of three independent experiments. Statistical significance was evaluated by Tukey-Kramer test (*: *P* < 0.05; **: *P* < 0.01).

### Establishment of tankyrase inhibitor-resistant 320-IWR cells

To understand the mechanism of resistance to tankyrase inhibitors in CRC cells, we established tankyrase inhibitor-resistant cells from COLO-320DM cells. IWR-1 at the concentration of 3 μM induced Axin2 accumulation and subsequent down-regulation of active β-catenin, leading to cell growth inhibition (Figure 1A and 2A). Hence, we continuously treated COLO-320DM cells with IWR-1 at this concentration for 173 days and successfully established a tankyrase inhibitor-resistant cell line, designated as 320-IWR. The morphology of 320-IWR cells was similar to that of the parental COLO-320DM cells (Supplementary Figure 1A). The proliferation rate of 320-IWR cells was almost comparable to that of the parental cells although the resistant cells grew slightly slower (Supplementary Figure 1B): the doubling times of COLO320-DM and 320-IWR cells were 20 h and 22 h, respectively.

**Figure 2:**
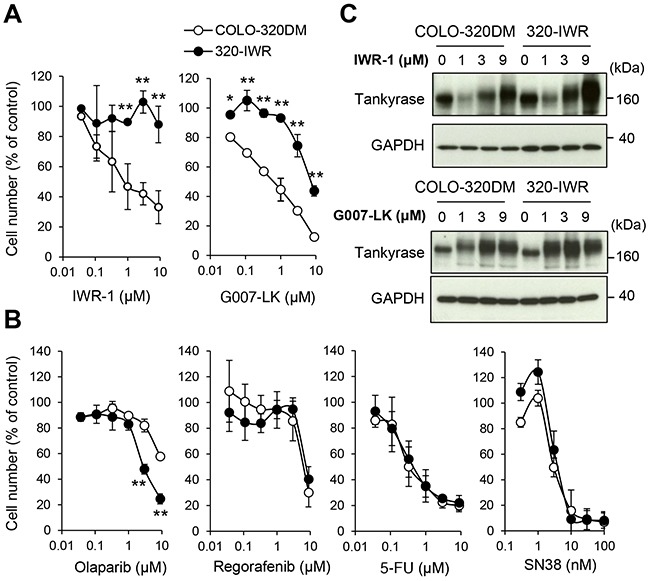
Establishment of 320-IWR, a tankyrase inhibitor-resistant sub-cell line of COLO-320DM cells **(A, B)** Selective resistance of 320-IWR cells to tankyrase inhibitors. COLO-320DM and 320-IWR cells were treated with IWR-1 or G007-LK **(A)** or with olaparib, regorafenib, 5-fluorouracil (5-FU), or SN38, the active metabolite of irinotecan **(B)** for 120 h. Cell numbers were evaluated as in Materials and Methods. Error bars represent standard deviation (SD) of three independent experiments. Statistical significance was evaluated by Tukey-Kramer test (*: *P* < 0.05; **: *P* < 0.01). **(C)** Effect of tankyrase inhibitors on tankyrase protein levels in COLO-320DM and 320-IWR cells. Cells were treated with IWR-1 or G007-LK at the indicated concentrations for 16 h. Protein levels of tankyrase and GAPDH as a loading control were evaluated by western blot analysis.

320-IWR cells showed marked resistance to IWR-1 (Figure 2A, left). The GI_50_ values of IWR-1 in COLO-320DM and 320-IWR cells were 0.87 μM and > 9 μM, respectively, indicating that 320-IWR cells were more than 10.3-fold resistant to IWR-1. 320-IWR cells also showed cross-resistance to G007-LK, another tankyrase inhibitor with a different chemical structure to IWR-1 (Figure 2A, right). The GI_50_ values of G007-LK in COLO320DM and 320-IWR cells were 0.71 μM and 7.0 μM, respectively, indicating that 320-IWR cells were 9.9-fold resistant to G007-LK. Flow cytometry analysis revealed that tankyrase inhibitors suppressed COLO-320DM cell growth without significant apoptosis induction (as revealed by sub-G1 fraction) or arrest at specific phase of the cell cycle (Supplementary Figure 2A and Supplementary Table 1). In addition, there was no marked difference in cell cycle distribution between COLO-320DM and 320-IWR cells, though slight decrease of G1 and S phase and increase of G2/M phase cells were observed in 320-IWR cells. To examine whether the tankyrase inhibitor-resistant phenotype was stable, we cultured 320-IWR cells for 36 days in the absence of IWR-1. After the drug-free culture, 320-IWR cells maintained resistance to IWR-1 and G007-LK (Supplementary Figure 2B). To confirm that 320-IWR cells were resistant to tankyrase inhibition, we further knocked down the two tankyrase isozymes, tankyrase-1 and -2, simultaneously. We found that 320-IWR cells were highly resistant to tankyrase knockdown (Supplementary Figure 3).

320-IWR cells did not show cross-resistance to olaparib, a PARP1/2 inhibitor, but rather showed collateral sensitivity to the agent (Figure 2B). 320-IWR cells did not show resistance to therapeutic drugs for CRC, including regorafenib, 5-fluorourail (5-FU) or SN38, the active metabolite of irinotecan (Figure 2B). These observations indicate that 320-IWR is a stable cell line, showing selective resistance to tankyrase inhibitors.

### Alteration of canonical Wnt/β-catenin signaling in 320-IWR cells

COLO-320DM and 320-IWR cells expressed comparable levels of tankyrase (Figure 2C). Because tankyrase PARylates itself for proteasome-dependent degradation, tankyrase inhibition leads to accumulation of tankyrase itself [12]. IWR-1 and G007-LK induced accumulation of tankyrase in 320-IWR cells in a similar manner to the parental cells (Figure 2C). These results indicate that both inhibitors were incorporated into the resistant cells and were still effective in suppressing tankyrase PARP activity. We further sequenced two tankyrase isozymes, tankyrase-1 and tankyrase-2, in 320-IWR cells, and no acquired mutation was found in these genes (data not shown). Consistent with these results, IWR-1 and G007-LK caused accumulation of Axin2 and down-regulation of active β-catenin in 320-IWR cells as well as in the parental cells (Figure 3A and 3B). In 320-IWR cells, we observed marginal reduction in Axin2 protein accumulation and β-catenin decrease after tankyrase inhibitor treatment, which could lead to slightly reduced pathway inhibition as a cause of resistance to tankyrase inhibitors. Overall, these data indicate that the tankyrase–Axin2–β-catenin axis in 320-IWR cells was still sensitive to tankyrase inhibitors.

**Figure 3:**
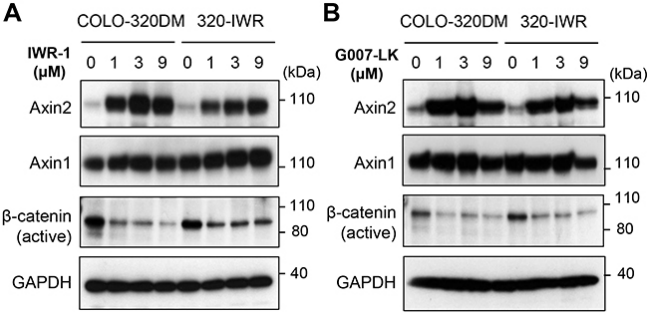
Alteration of canonical Wnt/β-catenin signaling in 320-IWR cells **(A, B)** Effect of tankyrase inhibitors on protein levels of Wnt/β-catenin pathway regulators in COLO-320DM and 320-IWR cells. Cells were treated with IWR-1 and G007-LK at the indicated concentrations for 16 h. Protein levels of Axin1, 2, active β-catenin (dephosphorylated on Ser37 or Thr41) and GAPDH as a loading control were evaluated by western blot analysis.

We next examined the subcellular localization of β-catenin. As shown in Figure 4A, the active β-catenin protein was mainly localized in the nuclei of COLO-320DM cells. Meanwhile, in 320-IWR cells, it was diffusely distributed in both the cytoplasm and the nucleus. Given that the total active β-catenin levels were similar between the two cell lines (Figure 3A and 3B), these results indicate that nuclear active β-catenin levels were decreased in 320-IWR cells.

**Figure 4:**
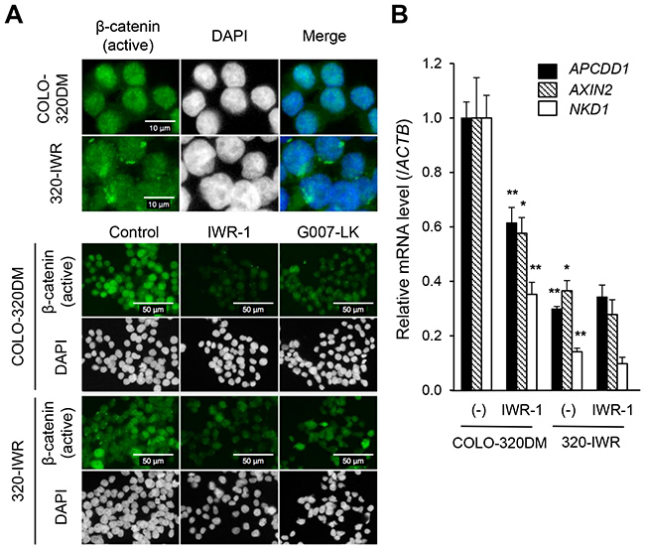
Constitutively repressed Wnt/β-catenin signaling in 320-IWR cells **(A)** Subcellular localization of β-catenin in COLO-320DM and 320-IWR cells. Cells were left untreated (upper panels and control in lower panels) or treated with 3 μM IWR-1 or 3 μM G007-LK for 16 h (lower panels). Cells were subjected to immunofluorescence staining with anti-non-phospho-β-catenin (green). DAPI staining of nuclear DNA is shown in white. **(B)** Expression of genes downstream of the Wnt/β-catenin pathway in COLO-320DM and 320-IWR cells. Cells were left untreated (−) or treated with 3 μM IWR-1 for 16 h. Total RNA was prepared and the expression levels of the Wnt/β-catenin pathway genes were analyzed using RT-qPCR. β-Actin (*ACTB*) expression was analyzed to normalize the data. Error bars represent standard deviation (SD) of three independent experiments. Statistical significance between untreated and IWR-1-treated COLO-320DM cells or between untreated COLO-320DM and 320-IWR cells was evaluated by Student *t* test (*: *P* < 0.05; **: *P* < 0.01).

Consistent with these observations, the expression of Wnt/β-catenin-TCF/LEF pathway genes, *APCDD1*, *AXIN2*, *NKD1*, *MYC*, *LEF1*, and *JAG1* [12, 17] was strongly repressed in 320-IWR cells even in the absence of tankyrase inhibitors (Figure 4B, Supplementary Figure 4A). These genes included *MYC*, an essential factor in Wnt/β-catenin-dependent intestinal tumorigenesis [18]. TCF-dependent transcription activity was also decreased significantly in 320-IWR cells (Supplementary Figure 4B). On the other hand, some β-catenin target genes (*LGR5* and *BIRC5*) were not down-regulated in 320-IWR cells (Supplementary Figure 4A), and the decrease of TCF promoter activity in 320-IWR cells was not so drastic as transcriptional repression of β-catenin target genes (Supplementary Figure 4B). These observations suggest that the transcriptional repression of β-catenin target genes in 320-IWR cells would not only be caused by the decrease in the nuclear β-catenin levels and transcriptional activity, but also by other factors such as promoter methylation of the genes.

To confirm the role of β-catenin pathway in 320-IWR cells further, we knocked down β-catenin by siRNA (Supplementary Figure 5A). 320-IWR cells were significantly more resistant to β-catenin repression than COLO-320DM cells (Supplementary Figure 5B). However, 320-IWR cells were more sensitive to β-catenin knockdown than to the tankyrase inhibitor-induced down-regulation of active β-catenin (Figures 2A and 3). This discrepancy would be due to the differential action of tankyrase inhibitors and β-catenin knockdown: tankyrase inhibitor treatment repressed active β-catenin expression but not markedly total β-catenin level, whereas β-catenin knockdown repressed both the active and total β-catenin levels clearly (Supplementary Figure 5A).

Collectively, these data indicate that 320-IWR cells retained the ability to proliferate despite the repressed Wnt/β-catenin signaling. Our observations suggest that the resistant cells could be less addicted to the Wnt/β-catenin signaling but depend on alternative signaling pathways for their proliferation.

### Activation of the mTOR signaling pathway in 320-IWR cells

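Total RNA of COLO-320DM and 320-IWR cells was measured on 4 GeneChip Human Genome U133 Plus 2.0 arrays, 2 for each cell line. COLO-320DM is a colorectal cancer cell line, and 320-IWR is the subline that the paper obtained from it by continuous culture with 3 μM IWR-1 for 173 days. The paper's text does not name the state of the 320-IWR cultures at harvest, with or without IWR-1. Nothing says that the replicates of a line were separate cultures, so the p-values measure only the spread between these arrays, which may be technical. According to the submitters' notes the probe set intensities were made with RMA, and the paper names the GeneSpring GX software for the normalization. The values are on a linear scale and are not centred, and a single-channel array leaves no direction of a ratio open. Their median was 41.8 and 41.0 on the COLO-320DM arrays and 41.6 and 41.1 on the 320-IWR arrays, and the highest intensities lay between 20641 and 22475. The distance of a value above background stays unknown, since no detection calls come with the intensities, and the number of arrays limits the precision. Log2 values were taken with a floor of 1, which no intensity reached (lowest 3.51). Across probe sets, which are not independent replicates, Pearson's r of the log2 values was 0.990 between the COLO-320DM arrays and 0.991 between the 320-IWR arrays. Between the lines it was 0.987 for replicate 1 and 0.988 for replicate 2. The lines were compared with limma, with the cell line as the only term, on 54613 probe sets after 62 control probe sets had been left out. A probe set is said to rise, fall or change at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold difference. Genes are named only from the 41091 probe sets annotated to 1 symbol, and in gene lists each of 19775 genes is represented by its brightest probe set. The 42 gene lists, the rule for the genes to name, the tests of genes and lists and the alternative settings were fixed before the deposited values were examined. The naming rule was not blind to these arrays, since the paper's Supplementary Table 2 and figures had been seen when it was written. A list's shift was tested with camera, limma's competitive set test, at a preset correlation of 0.01, with p adjusted over the 42 lists. With an estimated correlation the smallest adjusted p of any list was 0.903. That setting rests on the few degrees of freedom left by 4 arrays, so it could hardly call a list and does not decide. In simulated arrays with a similar spread, limma recovered 0 of 67 probe sets changed by 1 on the log2 scale. It recovered 40 of 67 changed by 2 and 60 of 66 changed by 3.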

We next performed a genome-wide transcriptome analysis. 

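In 320-IWR cells, 61 probe sets rose and 141 fell, and they stand for 48 and 104 named genes. The largest rise by fold was that of a probe set of MGST1, a microsomal glutathione S-transferase, whose intensity was 7.76 ± 0.209 (SD, n = 2) in COLO-320DM cells and 323 ± 70.9 (SD, n = 2) in 320-IWR cells (log2 fold change 5.36, standard error 0.19, adjusted p = 0.00807). The largest fall was that of QPCT, a glutaminyl-peptide cyclotransferase, from 1037 ± 158 (SD, n = 2) to 16.4 ± 4.03 (SD, n = 2; 63.8-fold, adjusted p = 0.00807). A probe set of the cancer/testis antigen gene CTAG2 rose 21.6-fold and ZIC2, a transcription factor of neural development, 19.2-fold. PROM1, which encodes the surface antigen CD133, rose 18.8-fold. Probe sets of POU5F1B and of the POU5F1 pseudogenes POU5F1P3 and POU5F1P4 rose 11.9-, 15.0- and 12.8-fold, and these 3 probe sets target closely related sequences. PRKAG2-AS1 rose 12.5-fold, SPATA13 11.4-fold and B3GNT5, a glycosyltransferase of lactosylceramide, 11.3-fold. Among the falling genes, ENPP2, the secreted enzyme that makes lysophosphatidic acid, and LPAR1, a receptor for this lipid, had log2 fold changes of -4.42 and -4.35. The chemokine receptor ACKR3 and the chemokine CXCL11 had log2 fold changes of -4.95 and -4.24. The values were -4.63 for the transcription elongation factor gene TCEA3, -4.45 for the cathepsin gene CTSZ, -4.36 for the glutathione peroxidase gene GPX3, -4.33 for the neuronal growth cone gene GAP43 and -4.28 for PTPN20. In each of these 20 genes both arrays of one line lay above both arrays of the other, which was a condition of their choice. How far the lowest intensities lie above background is unknown, so the exact folds and ranks of MGST1, PROM1 and B3GNT5, and of genes that fell to such values, are uncertain. Other probe sets did not follow in every gene. Of the 5 probe sets of MGST1, 3 rose by 4.45 to 5.36 on the log2 scale, while the other 2, both dim, had log2 fold changes of 0.88 and 0.21. A second CTSZ probe set had a log2 fold change of -0.12, and one of TCEA3 had -0.65. Further probe sets had values of 0.06 and -1.50 for ACKR3, -0.48 and -0.59 for GAP43, and -1.20 and -0.82 for LPAR1. Among the rising genes they had 0.55 and 0.12 for B3GNT5, 1.38, 0.68 and -0.15 for SPATA13, and 0.24 for 1 of the other 2 of PRKAG2-AS1. By fold change alone, 53 probe sets were more than 5-fold higher and 114 more than 5-fold lower in 320-IWR cells. Of these, 38 and 68 also passed the test. Without COLO-320DM replicate 1 or replicate 2, limma called 63 and 58 probe sets, and without 320-IWR replicate 1 or replicate 2 it called 0, with 3756 and 3502 at an unadjusted p under 0.05. Of the genes above, PRKAG2-AS1 (adjusted p = 0.146 and 0.108), B3GNT5 (0.0751 and 0.0648), ENPP2 (0.0783 and 0.0794), PROM1 (0.0639 and 0.0503) and GPX3 (0.0701 and 0.0638) also lost their calls without COLO-320DM replicate 1 or replicate 2, and SPATA13 (0.0531) without replicate 1. With the replicate number as a block, 182 probe sets rose and 394 fell.

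**Figure D1:**
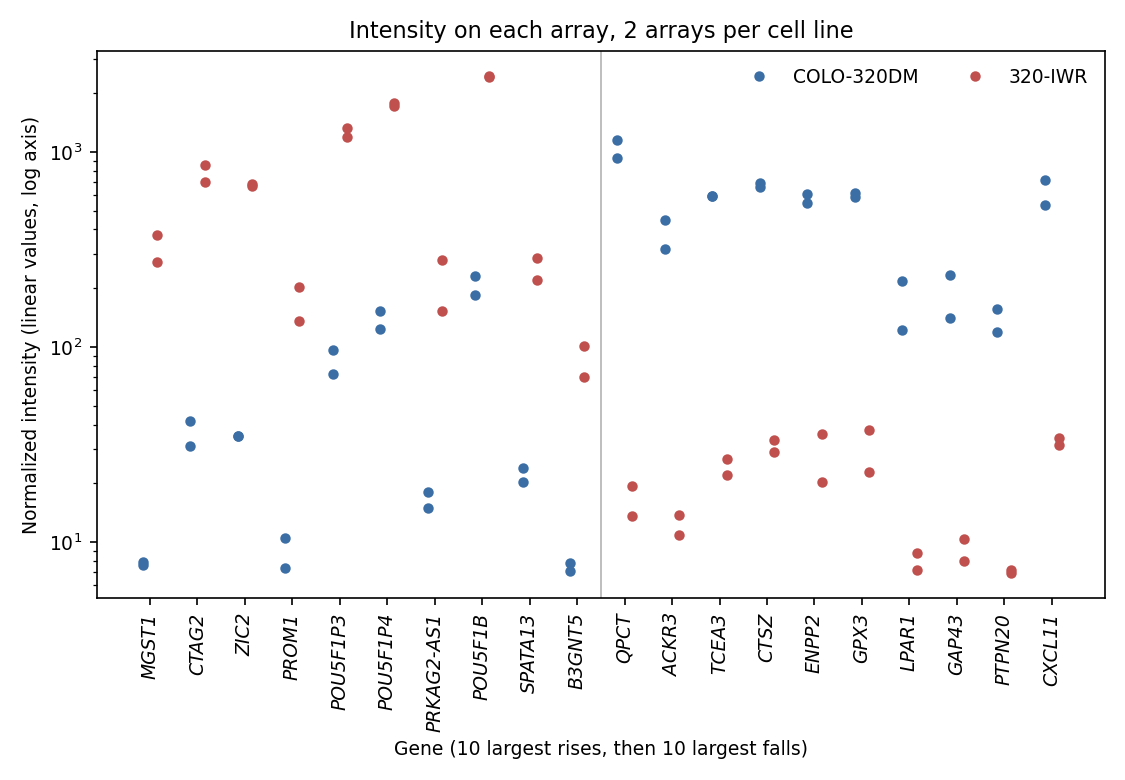
Normalized intensity of 20 genes on each of the 4 arrays, on a log axis, with COLO-320DM in blue and 320-IWR in red and 1 point per array. The 10 genes on the left are the largest rises and the 10 on the right the largest falls. In every gene the points of the cell lines are apart, which was a condition of the choice.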

We extracted genes that were up- or down-regulated in 320-IWR cells: genes up- or down-regulated more than 5-fold in 320-IWR cells are shown in Supplementary Table 2. Subsequent gene ontology (GO) analysis revealed that development- or differentiation-related genes were differentially expressed between 320-IWR and the parental COLO-320DM cells (Table 1). 

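Developmental genes changed in both directions, and the number that passed the test was small in each list. Of 59 measured neural development transcription factors, counted by their brightest probe sets, ZIC2 and SATB1 rose (log2 fold changes 4.27 and 2.46) and MYCN fell (-3.86). Probe sets of DLX6 (3.38 and 1.74) and POU4F1 (1.36), not counted here and named after their values were seen, also rose. MYCN was called from its brightest probe set, while its other 9 probe sets, all dimmer, had log2 fold changes between -0.19 and 0.28. Adjusted over the list alone, 5 neural genes rose and 2 fell. Of 28 HOX genes, which pattern the body axis, HOXD10 rose from 198 ± 12.9 (SD, n = 2) to 555 ± 53.8 (SD, n = 2; log2 fold change 1.49, adjusted p = 0.0443), and 3 rose when adjusted over the list alone. HOXD10 lies among 12 neighbouring genes, from GPR155 to HOXD9, whose 8 brighter members were all higher in 320-IWR cells. Its call was lost under cyclic loess (adjusted p = 0.0507) and with a trended robust prior (adjusted p = 0.0563). Of 31 cartilage and bone genes, the collagen gene COL27A1 and the transcription factor genes SOX5 and RUNX3 fell (log2 fold changes -2.17, -1.58 and -1.34), and none rose. These calls and those of HOXD10 and SATB1 were lost without either COLO-320DM array. Without either 320-IWR array limma called no probe set at all. Without COLO-320DM replicate 1 or replicate 2 the adjusted p was 0.066 and 0.0971 for COL27A1, 0.141 and 0.152 for SOX5, 0.208 and 0.183 for RUNX3, 0.195 and 0.186 for HOXD10, and 0.174 and 0.108 for SATB1. With a trended robust prior, COL27A1, RUNX3 and SATB1 had an adjusted p of 0.051, 0.0559 and 0.053. Probe sets that did not follow had log2 fold changes of 0.04, -0.22 and -0.60 for COL27A1, 0.04 for RUNX3, -0.23 and -0.54 for SOX5 and -0.23 for SATB1. Adjusted over the list alone, 2 cartilage and bone genes rose and 5 fell. The cartilage and bone list was shifted down by camera (mean log2 fold change -0.37, median -0.07, 11 genes higher; adjusted p = 0.0356), with an adjusted p of 0.903 with an estimated correlation. The 37 mesenchymal genes were also shifted down (mean -0.35, median -0.06, 13 genes higher; camera adjusted p = 0.0414; adjusted p = 0.903 with an estimated correlation). No mesenchymal gene passed limma's test over all probe sets, 9 had an unadjusted p under 0.05, and 3 fell when adjusted over the list alone. Of 52 genes of BMP and TGF-β signaling, limma called 0, 12 had an unadjusted p under 0.05 and 4 fell when adjusted over the list alone. Of 58 genes of kidney, limb and heart morphogenesis it called 0, with 8 at an unadjusted p under 0.05 and 2 falling when adjusted over the list alone. These last lists and the HOX and neural lists were not shifted as a whole (camera adjusted p = 0.481, 0.656, 0.656 and 0.85). The HOX genes had a mean log2 fold change of 0.15 and a median of -0.02, with camera pointing up, and the neural genes a mean of 0.02 and a median of -0.01, with camera pointing down. The cartilage and bone call was lost without COLO-320DM replicate 2 (adjusted p = 0.0765) and without 320-IWR replicate 2 (0.172), and the mesenchymal call without these arrays (0.0765 and 0.0894) and without 320-IWR replicate 1 (0.149). Without probe sets ending in _x_at or _s_at, the adjusted p was 0.397 for the cartilage and bone list and 0.597 for the mesenchymal list, and with the replicate number as a block it was 0.0809 and 0.0571.

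**Figure D2:**
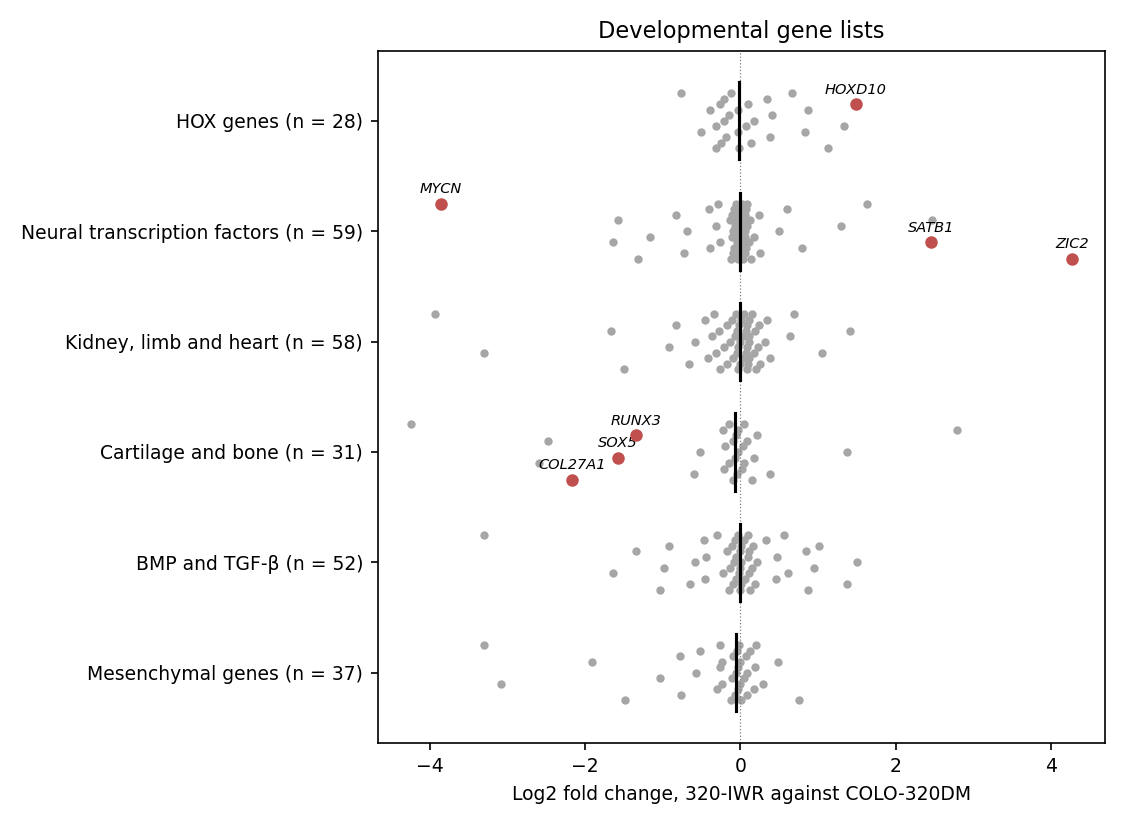
Log2 fold change of each measured gene of 6 developmental lists, 320-IWR against COLO-320DM. Each point is a gene, the genes that passed the test are red and named, and a black bar marks the median of each list, which lies between -0.07 and 0.00 in all 6.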

Of note, the GO analysis also revealed altered expression of genes related to ‘catenin import into nucleus’, which could be responsible for the altered subcellular localization of active β-catenin protein in 320-IWR cells (Figure 4A). 

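Among 41 measured regulators of β-catenin localization, CTNNA2 rose and no other gene passed the test. CTNNA2 encodes αN-catenin, a neural member of the α-catenins that bind β-catenin at cell junctions. Its intensity was 40.0 ± 4.04 (SD, n = 2) in COLO-320DM cells and 215 ± 6.09 (SD, n = 2) in 320-IWR cells (log2 fold change 2.43, standard error 0.13, adjusted p = 0.0128). CTNNB1, which encodes β-catenin itself, had intensities of 2784 ± 228 and 2427 ± 168 (SD, n = 2 each), a log2 fold change of -0.20 (adjusted p = 0.808). Adjusted over the list alone, 1 gene rose and 1 fell, and 7 had an unadjusted p under 0.05. The gene that fell by that adjustment was AXIN2. The list was not shifted as a whole (mean log2 fold change -0.08, camera adjusted p = 0.481). CTNNA2 lost its call without COLO-320DM replicates 1 and 2, with log2 fold changes of 2.53 and 2.33. Without either 320-IWR array limma called no probe set at all, so the loss there is not particular to CTNNA2.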

As for the genes involved in drug detoxification or drug transport, we did not observe any increases in gene expression in 320-IWR cells (Supplementary Figure 6), excluding the possibility that 320-IWR cells acquired an enhanced ability to inactivate or efflux the tankyrase inhibitors.

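Neither drug transporters nor enzymes of drug metabolism were shifted as a group in 320-IWR cells, but single genes changed in both directions. Of 70 measured enzymes of drug metabolism and detoxification, MGST1 rose (33.1-fold in its brightest probe set, from 26.6 ± 8.07 to 867 ± 161, SD, n = 2 each; adjusted p = 0.0113). GPX3, which reduces peroxides with glutathione, fell 20.5-fold, from 598 ± 21.6 to 30.1 ± 10.5 (SD, n = 2 each; adjusted p = 0.0155). The list had a mean log2 fold change of -0.03 and a median of 0.04 (camera pointing down, adjusted p = 0.85), and 1 gene rose and 2 fell when adjusted over the list alone. Of 22 measured drug transporters, limma called 0, and 5 had an unadjusted p under 0.05. Adjusted over the list alone, 1 transporter rose, the organic anion transporter SLCO4A1 (log2 fold change 2.15, adjusted p over all probe sets 0.0985), and 1 fell, the efflux pump SLC47A1 (log2 fold change -2.25, adjusted p over all probe sets 0.053). Both were chosen for naming after their values were seen. The transporters had a mean log2 fold change of -0.11 and a median of 0.10 (camera pointing up, adjusted p = 0.85). Without either 320-IWR array limma called no probe set at all, so the loss of the MGST1 call there is not particular to this gene. Without COLO-320DM replicates 1 and 2 the brightest probe set of MGST1 had log2 fold changes of 4.73 and 5.36. GPX3 lost its call in both of these fits, with log2 fold changes of -4.32 and -4.39. From the expression of the genes of Supplementary Figure 6, none of which it saw increase, the paper reasons that 320-IWR cells had not gained a greater capacity to inactivate or export the inhibitors. Separately, it reports that IWR-1 and G007-LK made tankyrase protein accumulate in 320-IWR cells much as in the parental line. From this the paper infers that both drugs entered the cells and still inhibited tankyrase.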

**Table 1:** Gene Ontology (GO) analysis on the genes selectively expressed in 320-IWR cells

	GO number	GO term	p-value		GO number	GO term	p-value
1	GO:0009653	anatomical structure morphogenesis	1.98E-12	22	GO:0045595	regulation of cell differentiation	5.65E-07
2	GO:0060968	regulation of gene silencing	5.06E-12	23	GO:0022008	neurogenesis	5.45E-07
3	GO:0048731	system development	3.51E-11	24	GO:0072001	renal system development	6.51E-07
4	GO:0007275	multicellular organismal development	1.45E-09	25	GO:0061138	morphogenesis of a branching epithelium	6.61E-07
5	GO:0048856	anatomical structure development	1.86E-09	26	GO:0035108	limb morphogenesis	7.80E-07
6	GO:0048513	organ development	1.40E-08	27	GO:0035107	appendage morphogenesis	7.80E-07
7	GO:0044707	single-multicellular organism process	2.28E-08	28	GO:0001822	kidney development	7.30E-07
8	GO:0030154	cell differentiation	2.58E-08	29	GO:0048754	branching morphogenesis of an epithelial tube	8.67E-07
9	GO:0002009	morphogenesis of an epithelium	2.94E-08	30	GO:0030111	regulation of Wnt signaling pathway	1.05E-06
10	GO:0032501	multicellular organismal process	4.64E-08	31	GO:0035295	tube development	1.04E-06
11	GO:0009887	organ morphogenesis	5.63E-08	32	GO:0048468	cell development	1.14E-06
12	GO:0032502	developmental process	5.95E-08	33	GO:0061312	BMP signaling pathway involved in heart development	1.31E-06
13	GO:0048869	cellular developmental process	7.13E-08	34	GO:0050793	regulation of developmental process	1.27E-06
14	GO:0048729	tissue morphogenesis	7.71E-08	35	GO:0045597	positive regulation of cell differentiation	1.36E-06
15	GO:0044767	single-organism developmental process	1.48E-07	36	GO:0030182	neuron differentiation	1.52E-06
16	GO:0060429	epithelium development	2.76E-07	37	GO:0001763	morphogenesis of a branching structure	1.54E-06
17	GO:0007399	nervous system development	3.28E-07	38	GO:0060173	limb development	2.37E-06
18	GO:0035239	tube morphogenesis	3.41E-07	39	GO:0048736	appendage development	2.37E-06
19	GO:0060562	epithelial tube morphogenesis	3.81E-07	40	GO:0001655	urogenital system development	2.86E-06
20	GO:0048699	generation of neurons	3.76E-07	41	GO:0003002	regionalization	3.33E-06
21	GO:2000738	positive regulation of stem cell differentiation	4.50E-07	42	GO:0009954	proximal/distal pattern formation	3.48E-06
43	GO:2000736	regulation of stem cell differentiation	3.60E-06	57	GO:0051094	positive regulation of developmental process	9.35E-06
44	GO:0048598	embryonic morphogenesis	4.20E-06	58	GO:0072006	nephron development	1.13E-05
45	GO:0030326	embryonic limb morphogenesis	5.66E-06	59	GO:0002062	chondrocyte differentiation	1.14E-05
46	GO:0035113	embryonic appendage morphogenesis	5.66E-06	60	GO:0035412	regulation of catenin import into nucleus	1.29E-05
47	GO:0022603	regulation of anatomical structure morphogenesis	6.13E-06	61	GO:0090092	regulation of transmembrane receptor protein Ser/Thr kinase signaling pathway	1.39E-05
48	GO:0060828	regulation of canonical Wnt signaling pathway	7.02E-06	62	GO:0003307	regulation of Wnt signaling pathway involved in heart development	1.43E-05
49	GO:0003129	heart induction	8.79E-06	63	GO:0000904	cell morphogenesis involved in differentiation	1.46E-05
50	GO:0003130	BMP signaling pathway involved in heart induction	8.79E-06	64	GO:0010717	regulation of epithelial to mesenchymal transition	1.74E-05
51	GO:0003133	endodermal-mesodermal cell signaling	8.79E-06	65	GO:0090090	negative regulation of canonical Wnt signaling pathway	1.89E-05
52	GO:0003134	endodermal-mesodermal cell signaling involved in heart induction	8.79E-06	66	GO:0051239	regulation of multicellular organismal process	2.23E-05
53	GO:2000026	regulation of multicellular organismal development	8.03E-06	67	GO:0009611	response to wounding	2.30E-05
54	GO:0090081	regulation of heart induction by regulation of canonical Wnt signaling pathway	8.79E-06	68	GO:0051093	negative regulation of developmental process	2.39E-05
55	GO:1901213	regulation of transcription from RNA pol II promoter involved in heart development	9.09E-06	69	GO:0035413	positive regulation of catenin import into nucleus	2.54E-05
56	GO:0072073	kidney epithelium development	9.45E-06	70	GO:0030178	negative regulation of Wnt signaling pathway	2.53E-05

NOTE: cDNA microarray analysis was performed on COLO-320DM and 320-IWR cells using the GeneChip Human Genome U133 Plus 2.0 array (Affymetrix). 

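At least 2-fold differences between the lines were found for 320 probe sets that were higher and 742 that were lower in 320-IWR cells. They stand for 210 and 470 named genes. In 315 and 727 of these probe sets both arrays of one line lay above both arrays of the other. A 2-fold difference in both same-numbered pairs of arrays was found for 231 higher and 530 lower probe sets. ROR1, a receptor tyrosine kinase that binds WNT5A, was among the lower genes that also passed limma's test, with intensities of 245 ± 8.23 in COLO-320DM cells and 89.0 ± 5.79 in 320-IWR cells (SD, n = 2 each; log2 fold change -1.46, adjusted p = 0.0368). ROR1 was not called without COLO-320DM replicates 1 and 2 (log2 fold changes -1.43 and -1.50) or with a trended robust prior (adjusted p = 0.0558). Without either 320-IWR array limma called no probe set at all. By their brightest probe sets it was the gene that passed among 35 Wnt ligands, R-spondins and receptors, of which 2 fell when adjusted over the list alone (camera adjusted p = 0.164, mean log2 fold change -0.21). The Wnt ligand gene WNT16, named after its values were seen, rose in a dimmer probe set, from 8.08 ± 0.308 to 55.5 ± 3.04 (SD, n = 2 each; log2 fold change 2.78, adjusted p = 0.00853), and had 0.78 in its brightest (adjusted p = 0.316).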

Gene ontology (GO) analysis was done with the GeneSpring GX software (Agilent Technologies) on the genes that were more than 2-fold up- or down-regulated in 320-IWR cells.

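No gene of the PI3K-AKT-mTOR pathway differed between the lines at the level of its transcript by limma's test, and metabolic genes that mTORC1 is known to induce were not shifted as a group. Genes of ribosome biogenesis, which mTORC1 also promotes, were shifted up by camera, but not under every setting. The kinase gene MTOR had intensities of 134 ± 12.8 in COLO-320DM cells and 137 ± 19.7 in 320-IWR cells (SD, n = 2 each), a log2 fold change of 0.03 (standard error 0.16). RPTOR, which encodes the mTORC1 subunit raptor, had a log2 fold change of 0.17 (standard error 0.29). RPS6KB1 and EIF4EBP1, which encode the mTORC1 substrates p70S6K and 4E-BP1, had log2 fold changes of 0.01 and 0.09 (standard errors 0.12 and 0.18). In these probe sets, the brightest of each gene, the adjusted p was at least 0.979, and the sign changed when single arrays were left out. The other 2 probe sets of RPS6KB1 had log2 fold changes of 0.20 and 0.27 (adjusted p = 0.751 and 0.58) and were higher in both same-numbered pairs of arrays. Of 66 measured pathway components, limma called 0, and 11 had an unadjusted p under 0.05. Their mean log2 fold change was -0.05 (camera adjusted p = 0.656), and 0 passed when adjusted over the list alone. ULK1, a kinase that mTORC1 inhibits, had a log2 fold change of -0.71, and lies among neighbouring genes from MMP17 to ANHX of which most were lower in 320-IWR cells. The membership of the gene set of Figure 5A was not used here, so mTORC1 output was read from 95 measured genes of amino acid supply, sterol and lipid synthesis and glycolysis. Their mean log2 fold change was -0.0009 and their median -0.03 (camera adjusted p = 0.85). Limma called 0 of them, 13 had an unadjusted p under 0.05, and 2 rose when adjusted over the list alone. These were the hexokinase gene HK1 and the hormone gene ADM, a HIF1 target, with log2 fold changes of 1.34 and 1.09 (adjusted p over all probe sets 0.103 and 0.0787), named after their values were seen. The 35 ATF4 target genes of amino acid synthesis, transport and tRNA charging had a mean of -0.01 (camera adjusted p = 0.85). The 26 SREBP target genes of sterol and fatty acid synthesis had a mean of -0.06 (camera adjusted p = 0.786), and the 34 genes of glycolysis, the pentose phosphate pathway and HIF1 a mean of 0.06 (camera adjusted p = 0.85). In these 3 lists, limma called 0 genes, with 4, 3 and 6 at an unadjusted p under 0.05, and adjusted over the list alone 2 glycolysis genes rose and 1 fell. The 35 ribosome biogenesis genes had a mean of 0.23 (camera adjusted p = 0.00282; adjusted p = 0.938 with an estimated correlation). Their mean was 0.04 without COLO-320DM replicate 1 and 0.42 without COLO-320DM replicate 2. Their call was lost without COLO-320DM replicate 1 and without 320-IWR replicate 2, where same-numbered arrays are no longer paired. Such arrays shared part of their deviations (correlation 0.66). With the replicate number as a block the call was kept (camera adjusted p = 0.000248). Phosphorylation was not measured on the arrays, and the simulated arrays recovered 0 of 67 probe sets changed by 1 on the log2 scale. The direction of the mTORC1 output list changed with single arrays, and its mean was 0.05 without 320-IWR replicate 2 and -0.05 without 320-IWR replicate 1.

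**Figure D3:**
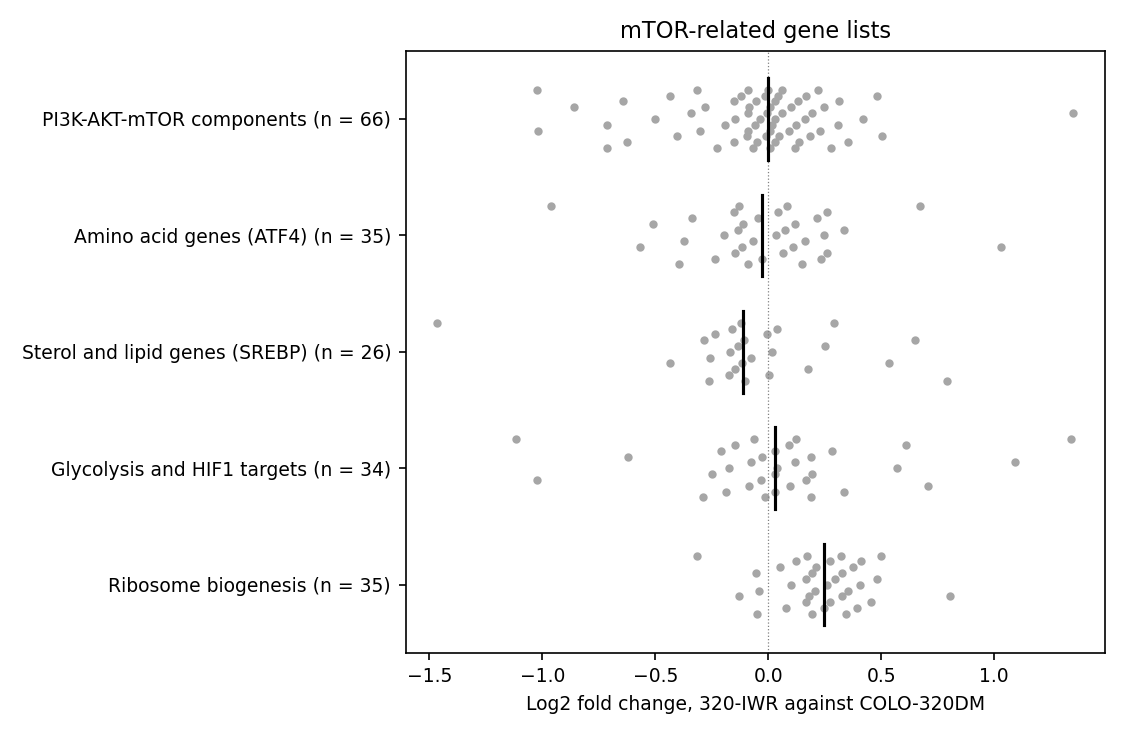
Log2 fold change of each measured gene of 5 mTOR-related lists, 320-IWR against COLO-320DM. Each point is a gene and a black bar marks the median of each list, which lies between -0.11 and 0.03 in the upper 4 lists and at 0.25 for ribosome biogenesis. No gene passed the test, so no point is red.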

Gene set enrichment analysis (GSEA) [19] further revealed that the gene signature related to the mTOR pathway was significantly enriched in 320-IWR cells (Figure 5A). The mTOR pathway is often activated in various cancers including CRC and plays a critical role in tumor growth [20]. Phosphorylation of p70S6 kinase (p70S6K) and 4E-BP1, the downstream signaling molecules of the mTOR pathway, was clearly elevated in 320-IWR cells, whereas the phosphorylation levels of mTOR itself were similar between 320-IWR and COLO-320DM cells (Figure 5B). Importantly, the mTOR inhibitors temsirolimus and rapamycin suppressed p70S6K phosphorylation (Supplementary Figure 7A) and showed more prominent anti-proliferative effects on 320-IWR cells when compared with the parental cells (Figure 5C). These results indicate that the activated mTOR pathway could serve as a selective proliferation factor in 320-IWR cells. On the other hand, we could not exclude the possibility of additional alteration in other signaling pathway in 320-IWR cells, because the differential sensitivity to the mTOR inhibitors between 320-IWR and the parental cells was not dramatic.

**Figure 5:**
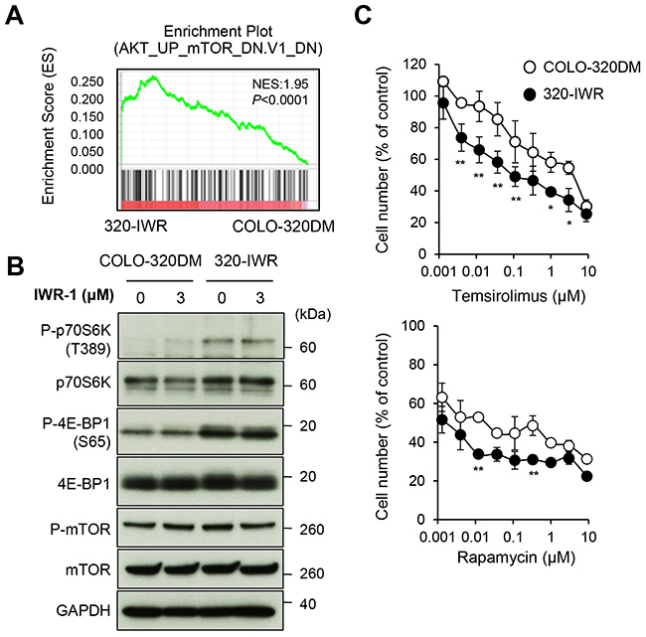
Activation of mTOR signaling pathway in tankyrase inhibitor-resistant 320-IWR cells **(A)** Representative result of the Gene Set Enrichment Analysis (GSEA) showing enrichment of the AKT–mTOR pathway-related gene signature in 320-IWR cells. **(B)** Elevated phosphorylation of mTOR pathway regulators in 320-IWR cells. Cells were left untreated or treated with 3 μM IWR-1 for 16 h. Protein levels and phosphorylation status of mTOR pathway regulators were evaluated by western blot analysis. **(C)** Preferential sensitivity of 320-IWR cells to mTOR inhibitors. COLO-320DM and 320-IWR cells were treated with mTOR inhibitors, temsirolimus or rapamycin, for 120 h. Cell numbers were evaluated as in the Materials and Methods. Error bars represent standard deviation (SD) of three independent experiments. Statistical significance was evaluated by Tukey-Kramer test (*: *P* < 0.05; **: *P* < 0.01).

### Activation of mTOR pathway causes resistance to tankyrase inhibitors

To examine the role of mTOR signaling in resistance to tankyrase inhibitors, we co-treated 320-IWR and parental cells with tankyrase inhibitors and mTOR inhibitor temsirolimus. As shown in Figure 6A, a sub-lethal dose (4 nM) of temsirolimus suppressed p70S6K phosphorylation and dramatically reversed the resistance of 320-IWR cells to IWR-1 (Figure 6B) and G007-LK (Supplementary Figure 7B). Isobologram analysis [21] revealed that the combinational effect of tankyrase inhibitor and mTOR inhibitor in 320-IWR cells was synergistic (Supplementary Figure 7C). To confirm these observations, we further obtained multiple cell clones from 320-IWR cells. In these clones, mTOR activation, as revealed by p70S6K phosphorylation, was observed and temsirolimus enhanced the growth suppressive effect of IWR-1 (Supplementary Figure 8). At the same time, we also obtained a clone with less mTOR activation (#3) in which temsirolimus was less effective. These observations suggest additional, mTOR-independent mechanisms of resistance to tankyrase inhibitors in the clone.

**Figure 6:**
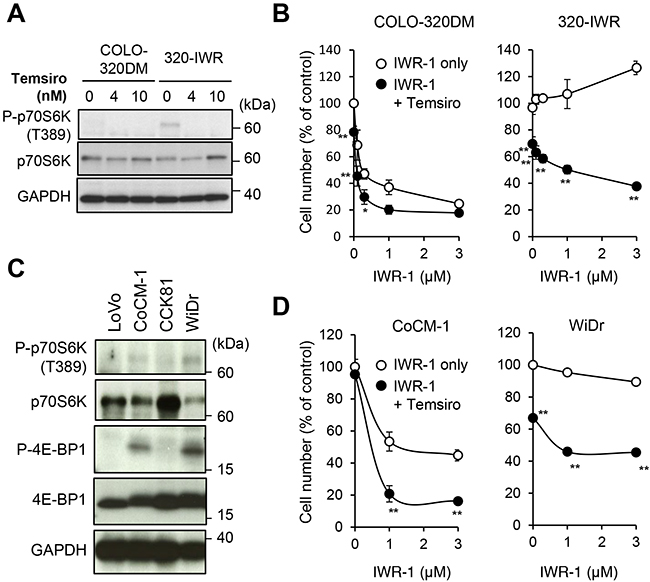
mTOR pathway activation confers resistance to tankyrase inhibition in 320-IWR cells **(A)** Inhibition of p70S6 kinase (p70S6K) phosphorylation by an mTOR inhibitor. Cells were treated with temsirolimus (Temsiro) at the indicated concentrations for 2 h. Protein levels and phosphorylation status of p70S6K were evaluated by western blot analysis. **(B)** Reversal of tankyrase inhibitor resistance in 320-IWR cells by temsirolimus. COLO-320DM and 320-IWR cells were treated with IWR-1 and 4 nM temsirolimus (Temsiro) together at the indicated concentrations for 120 h. Cell numbers were calculated as in the Materials and Methods. Error bars represent standard deviation (SD) of three independent experiments. Statistical significance was evaluated by Tukey-Kramer test (*:*P* < 0.05; **: *P* < 0.01). **(C)** Expression and phosphorylation of p70S6 kinase (p70S6K) and 4E-BP1 in CRC cells. Protein levels and phosphorylation of p70S6K were evaluated by western blot analysis. **(D)** Potentiation of the anti-proliferative effect of IWR-1 by temsirolimus. Cells were treated with IWR-1 at the indicated concentrations and 10 nM temsirolimus (Temsiro) together for 120 h. Cell numbers were calculated. Error bars represent standard deviation (SD) of three independent experiments. Statistical significance was evaluated by Tukey-Kramer test (**: *P* < 0.01).

The mTOR pathway is frequently activated in CRC cells [20]. To examine whether mTOR signaling could also be involved in intrinsic resistance of CRC cells to tankyrase inhibitors, we analyzed the mTOR pathway in CRC cell lines. Among the cell lines, we observed phosphorylated p70S6K and 4E-BP1 in CoCM-1 and WiDr cells (Figure 6C). Importantly, temsirolimus enhanced IWR-1-induced growth suppression in these cells (Figure 6D). Isobologram analysis confirmed that the combinational effect of tankyrase inhibitor and mTOR inhibitor in these cells was synergistic (Supplementary Figure 7C). We also tested the combinational effect of tankyrase/mTOR inhibition in two additional CRC cell lines, HCC2998 and DLD-1, which have KRAS mutations and more common APC mutations with two 20-AAR (20-amino acid repeat) motifs. Temsirolimus inhibited the growth of DLD-1 but not HCC2998, and gave no synergistic effect with IWR-1 in these cells (Supplementary Figure 7D). Collectively, these observations indicate that the mTOR pathway is a critical resistant factor to tankyrase inhibitors in a subset of CRC cells.

## DISCUSSION

In this study, we established a tankyrase inhibitor-resistant cell line, 320-IWR. 320-IWR cells were resistant to multiple tankyrase inhibitors with different structures, whereas they did not show cross-resistance to a PARP-1/2 inhibitor. These data indicate that the cells were specifically resistant to tankyrase inhibitors but not widely to PARP inhibition. Tankyrase inhibitors are classified into two types: one type targeting the nicotinamide subsite of the tankyrase protein, which is conserved in various PARPs, and the other targeting a unique adenosine subsite that is more potent and specific to tankyrase [22]. Since IWR-1 and G007-LK belong to the latter class of tankyrase inhibitors, it is reasonable that the resistant mechanisms are also specific to tankyrase inhibitors. Acquired resistance to molecularly -targeted drugs is often caused by mutations around the drug-binding sites in target molecules [23]. However, no acquired mutation was found in tankyrase genes in 320-IWR cells, and inhibition of tankyrase PARP activity by the inhibitors was observed in 320-IWR cells in a similar manner to that in the parental COLO-320DM cells, as revealed by accumulation of Axin2 and tankyrase itself, the substrate proteins of tankyrase (Figures 2C and 3A).

320-IWR cells showed collateral sensitivity to a PARP-1/2 inhibitor, olaparib (Figure 2B). These data could provide an important clue to a therapeutic approach for recurrent tumors after treatment with tankyrase inhibitors. PARP-1 and 2 play essentials role in DNA repair, and synthetic lethality is shown between PARP-1/2 inhibition and BRCA1/2 deficiency, essential factors for DNA homologous recombination [24]. Synthetic lethality between tankyrase inhibition and BRCA deficiency was also reported [25]. These observations suggest that tankyrase could also be involved in a particular DNA repair pathway, and alteration of the pathway after long exposure to a tankyrase inhibitor would affect the sensitivity of 320-IWR cells to olaparib.

Our data have shown the involvement of mTOR signaling in resistance to tankyrase inhibitors. At present, it is still elusive as to how the mTOR pathway is activated in the resistant cells. It was reported that PTEN is a substrate of tankyrase, and PARylation of PTEN by tankyrase promotes PTEN degradation and activation of downstream AKT [26]. However, after tankyrase inhibitor treatment, we did not observe any marked changes in the phosphorylation of AKT (Y. Muramatsu, unpublished observation) and its downstream molecule mTOR (Figure 5B) in 320-IWR and COLO-320DM cells. Moreover, in 320-IWR cells, phosphorylation of p70S6K and 4E-BP1, the downstream mediators of mTOR signaling, were elevated without any change in mTOR phosphorylation (Figure 5B). These data indicate that the phosphorylation of p70S6K and 4E-BP1 may not be caused by activation of the AKT–mTOR axis. In the mTOR pathway, there are two regulator complexes, mTORC1 and mTORC2. p70S6K and 4E-BP1 are regulated by the mTORC1 complex, which consists of mTOR and its regulators such as Raptor [20]. Further analyses are required to determine whether components of the mTORC1 complex could be altered in 320-IWR cells. On the other hand, mTOR activation in 320-IWR might be caused by a more dramatic phenotypic change, since continuous treatment with tankyrase inhibitors could affect the Wnt/β-catenin pathway, which is involved in cellular differentiation. Indeed, expression of differentiation-related genes was largely changed between 320-IWR and COLO-320DM cells (Table 1). 

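Intestinal, epithelial and neuroendocrine genes changed singly rather than as groups. KRT20, a keratin of differentiated colonic epithelium, rose from 52.1 ± 3.55 to 180 ± 27.5 (SD, n = 2 each; log2 fold change 1.78, adjusted p = 0.0412), and it was the gene that passed among 35 intestinal differentiation genes. Of 35 epithelial junction and keratin genes, the desmosomal cadherin gene DSC2 rose 9.91-fold. KRT8 and KRT18, the keratins of simple epithelia, fell, with log2 fold changes of -2.26 and -1.67, and so did PERP, a desmosomal protein and p53 target, with -3.12 (adjusted p from limma 0.0155, 0.0323 and 0.00807). Of 36 neuroendocrine genes, GAP43 fell 20.0-fold and CPE, the carboxypeptidase that processes prohormones, 9.36-fold, from 1109 ± 159 to 118 ± 4.92 (SD, n = 2 each), and none rose. Adjusted over the list alone, 1 intestinal gene rose, 2 epithelial genes rose and 3 fell, and 3 neuroendocrine genes rose and 2 fell. None of these lists was shifted as a whole (camera adjusted p = 0.85, 0.85 and 0.863). Camera pointed up for all 3, while the epithelial list had a mean log2 fold change of -0.02 and a median of 0.07, the neuroendocrine list a mean of -0.03 and a median of 0.04, and the intestinal list a mean of 0.07 and a median of -0.01. With either 320-IWR array left out, limma called no probe set at all, and so none of the genes named here. Without COLO-320DM replicate 1 or replicate 2 the calls of KRT20 (adjusted p = 0.203 and 0.148), KRT8 (0.0656 and 0.0734) and KRT18 (0.161 and 0.105) were lost as well, and that of KRT20 with a trended robust prior (0.053). Dim probe sets of DSC2 and PERP did not follow, with log2 fold changes of 0.31 for DSC2 and -0.17, -0.07 and 0.03 for PERP.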

Particularly, 320-IWR cells overexpressed prominin 1 (CD133) (Supplementary Table 2), a well-known marker of cancer stem cells [27], and mTOR activation was also reported in cancer stem cells [28]. 

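PROM1 had intensities of 7.39 and 10.5 on the COLO-320DM arrays and 203 and 135 on the 320-IWR arrays (log2 fold change 4.23, standard error 0.28, adjusted p = 0.0185). In 320-IWR cells it lay at the 74.9th percentile of all probe sets. Of 20 measured markers of colorectal cancer stem cells, PROM1 was the gene that rose, and none fell. Adjusted over the list alone, 1 marker rose and 2 fell, the adhesion molecule gene ALCAM (log2 fold change -2.50) and SOX9 (-2.47), with adjusted p over all probe sets of 0.0987 and 0.146, both named after their values were seen. The stem cell markers had a mean log2 fold change of -0.34, and 13 of the 20 were lower in 320-IWR cells (camera adjusted p = 0.147). LGR5, a receptor of intestinal stem cells, had a log2 fold change of 0.80 (adjusted p = 0.506). Of 21 pluripotency genes, PODXL, which encodes a sialomucin of pluripotent cells and epithelia, rose from 130 ± 40.1 to 907 ± 99.9 (SD, n = 2 each; log2 fold change 2.83, adjusted p = 0.0397), also when adjusted over the list alone. The pluripotency list was not shifted as a whole (mean log2 fold change 0.15, camera adjusted p = 0.85). PROM1 lost its call without COLO-320DM replicates 1 and 2, with log2 fold changes of 3.98 and 4.49. PODXL lost its call without COLO-320DM replicate 1 (log2 fold change 2.51). Without either 320-IWR array limma called no probe set at all, so the losses there are not particular to these genes.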

Additional studies would clarify the relationship of tankyrase inhibitor sensitivity to cancer stemness.

Activation of the mTOR pathway emerged as a mechanism of resistance to Wnt/β-catenin pathway inhibition by tankyrase inhibitors. This implies potentially compensatory roles of the two signaling pathways. Indeed, β-catenin was reported to confer resistance to inhibitors of phosphatidylinositol 3-kinase (PI3K) and AKT, upstream regulators of the mTOR pathway [29]. The mTOR pathway is often activated in CRC cells [21], and therefore mTOR activation could not only be involved in the acquired resistance but also in the intrinsic resistance to tankyrase inhibitors in CRC. We identified mTOR signaling-mediated resistance to tankyrase inhibitors in COLO-320DM cells, which possess short truncated APC lacking all the 20-aa repeats [12] and are devoid of KRAS and PIK3CA mutation. In our recent analysis with CRC patient-derived cells, hemizygous short APC mutations were observed in six out of 16 APC-mutated CRCs [30]. According to the TCGA mutational analysis [31], there is also a subclass of CRCs without any mutations in KRAS or PIK3CA. In our data, mTOR inhibitor enhanced tankyrase inhibitor cytotoxicity in CoCM1 cells with PIK3CA(R1023Q) mutation [32], and in WiDr cells having BRAF(V600E) and PIK3CA(P449T) mutation (Figure 6D) [33]. From these results, mTOR pathway would interfere with the anti-proliferative effect of tankyrase inhibitors in several types of CRC. Nevertheless, further validation studies with more comprehensive setting, including larger number of cell lines and patient-derived cells, are needed to evaluate how generalizable the effect would be. Additionally, the combinational effect of tankyrase and mTOR inhibitors should be validated *in vivo*. Our analyses with 320-IWR-derived clones also suggested mTOR-independent mechanisms of tankyrase inhibitor-resistance. Further studies are required to identify these mechanisms of resistance to tankyrase inhibitors.

## MATERIALS AND METHODS

### Cell lines and chemical compounds

Human colorectal cancer COLO-320DM cells were obtained from the American Type Cell Collection (ATCC). Human colorectal cancer LoVo, CoCM-1, CCK-81 and WiDr cells were obtained from the JCRB cell bank (Osaka, Japan). Human colorectal cancer HCC-2998 and DLD-1 cells were obtained as described previously [30]. These cell lines were authenticated by short tandem repeat (STR) analysis (BEX, Tokyo, Japan). STR analysis was also performed in 320-IWR cells and we confirmed that the cells were derived from COLO-320DM cells. Cell culture conditions for each cell line are described in the Supplementary Materials and Methods. Information on chemical compounds used in this study (tankyrase inhibitors, mTOR inhibitors and other agents) is detailed in Supplementary Materials and Methods.

### Vector construction and transfection

Full-length cDNA for constitutively active human β-catenin with a deleted mutation at Ser45 [14] was amplified by PCR using cDNA extracted from human CRC HCT116 cells as a template. The cDNA was cloned into a pLPCX vector (Takara) with a FLAG epitope tag at the carboxyl-terminus to generate pLPCX-β-catenin (Ser45Δ)-FLAG. COLO-320DM cells were transiently transfected with the pLPCX-β-catenin (Ser45Δ)-FLAG or pLPCX control vectors by lipofection with Lipofectamine 2000 reagent (Thermo Fisher Scientific) or by electroporation using the Neon transfection system (Thermo Fisher Scientific) according to manufacturer's instructions.

### Cell proliferation assay

Cell proliferation was evaluated using thiazolyl blue tetrazolium bromide (MTT) (Sigma). Cells were seeded in 96-well microplates and were treated with drugs for 5 days. The detailed procedure is described in Supplementary Materials and Methods.

### Western blot analysis

Cells were lysed in whole cell extract (WCE) lysis buffer [150 mM NaCl, 1.0% Nonidet P-40 (NP-40), 50 mM Tris-HCl, pH 8.0] supplemented with 1× protease inhibitor cocktail (Nacalai) and PhosSTOP phosphatase inhibitor cocktail (Roche). Western blot analysis was performed as described previously [34]. Antibodies used in this study are described in Supplementary Materials and Methods.

### Immunofluorescence staining

Cells were fixed with 2% paraformaldehyde in phosphate-buffered saline (PBS) and were permeabilized with 0.5% NP-40 in PBS. The fixed cells were blocked in PBS containing 1% bovine serum albumin (BSA) and reacted with the rabbit anti-non-phospho (active) β-catenin (S33/S37/T41) antibody (Cell Signaling Technology). This primary antibody was detected using the Alexa 488-conjugated anti-rabbit immunoglobulin (IgG). DNA was stained with 0.2 μg/mL 4′,6-diamidino-2-phenylindole (DAPI).

### Reverse transcription-quantitative PCR (RT-qPCR)

Total RNA was extracted using the RNeasy Mini kit (Qiagen). cDNA was synthesized using SuperScript III First-Strand Synthesis SuperMix for RT-qPCR (Thermo Fisher Scientific). RT-qPCR was performed using LightCycler 480 Probes Master (Roche) and detected using a LightCycler 96 (Roche). A Universal ProbeLibrary Human ACTB Gene Assay was used to detect a reference gene to normalize for differences in the amount of RNA in each sample. All probes were purchased from Roche. Primers and probes for RT-qPCR are shown in the Supplementary Table 3.

### cDNA microarray analysis and Gene Set Enrichment Analysis (GSEA)

Total RNA was extracted as described above. cDNA microarray analysis was performed with the RNAs as described previously [26], using the GeneChip Human Genome U133 Plus 2.0 Array (Affymetrix). Normalization of data and Gene Ontology (GO) analysis were performed with the GeneSpring GX software (Agilent Technologies). Gene Set Enrichment Analysis (GSEA) (Broad Institute) was performed on the website (http://software.broadinstitute.org/gsea/index.jsp).

The gene expression data have been deposited in Gene Expression Omnibus (GEO) and are accessible through the accession number GSE86061. The data were released on November 1, 2016.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: mTOR signaling mediates resistance to tankyrase inhibitors in Wnt-driven colorectal cancer
**Source:** Oncotarget. 2017 May 24;8(29):47902–15. doi: 10.18632/oncotarget.18146
**Supplement:** Supplementary file 1

## mTOR signaling mediates resistance to tankyrase inhibitors in Wnt-driven colorectal cancer

### SUPPLEMENTARY MATERIALS AND METHODS

#### Cell culture conditions

COLO-320DM, 320-IWR, HCC-2998 and DLD-1 cells were cultured in RPMI 1640 medium supplemented with 10% heat-inactivated fetal bovine serum (FBS) and 100 µg/mL kanamycin. LoVo cells were cultured in F12 medium supplemented with 20% heat-inactivated FBS and 100 µg/mL kanamycin. CoCM-1 cells were cultured in RPMI/F12 (1:1) medium supplemented with 10% heat-inactivated FBS and 100 µg/mL kanamycin. CCK81 cells were cultured in EMEM medium supplemented with 10% heat-inactivated FBS and 100 µg/mL kanamycin. WiDr cells were cultured in DMEM medium supplemented with 10% heat-inactivated FBS and 100 µg/mL kanamycin.

#### Chemical compounds

A tankyrase inhibitor, IWR-1 [10], was purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA). Another tankyrase inhibitor, G007-LK [12], was kindly provided by Dr. Fumiyuki Shirai (RIKEN). Olaparib, regorafenib and rapamycin were purchased from Selleckchem (Houston, TX, USA). 5-fluorouracil (5-FU), SN38 and temsirolimus were purchased from Sigma (St Louis, MO, USA).

#### MTT cell proliferation assay

For the measurement of cell viability, thiazolyl blue tetrazolium bromide (MTT) was added to the medium at a final concentration of 0.8 mg/ml and, after incubation for 4 h, the medium containing MTT was removed and dimethyl sulfoxide was then added. Optical density (OD) at 570 nm and 630 nm (reference) were measured using an xMark microplate spectrophotometer (Bio-RAD).

#### Antibodies for western blot analysis

We used the following antibodies for western blot analysis: anti-tankyrase-1/2 (0.4 µg/ml, sc-8337; Santa Cruz Biotechnology), anti-Axin1 (1:500, 2087; Cell Signaling Technology), anti-Axin2 (1:1,000, #2151; Cell Signaling Technology), anti-phospho-p70S6 kinase (p70S6K) (T389) (1:1,000, #9234; Cell Signaling Technology), anti-p70S6K (1:1,000, #9202; Cell Signaling Technology), anti-phospho-4E-BP1 (S65) (1:1,000, #2855; Cell Signaling Technology), anti-4E-BP1 (1:1,000, #9644; Cell Signaling Technology), anti-phospho-mTOR

(S2448) (1:1,000, #5536; Cell Signaling Technology), anti-mTOR (1:1,000, #2983; Cell Signaling Technology), anti-active β-catenin which was dephosphorylated on Ser37 or Thr41 (2 µg/ml, 05-665; MILLIPORE), anti-total β-catenin (1:1,000, #9582S; Cell Signaling Technology), and anti-GAPDH (0.05 µg/ml, 10R-G109a; Fitzgerald). As for the tankyrase-1/2 antibody, our unpublished analysis using tankyrase-1 or tankyrase-2 specific siRNAs revealed that this antibody mainly detects tankyrase-1 in COLO-320DM cells.

#### Cell cycle and apoptosis assay

Cell cycle change and apoptosis induction was determined by flow cytometry as described previously [35]. Briefly, after the treatment with tankyrase inhibitors, cells were fixed in 70% ethanol. After treatment with ribonuclease A, cells were stained with propidium iodide solution. Cell cycle distribution and apoptotic sub-G1 fraction of the cells were analyzed with a FACSCalibur flow cytometer (Becton Dickinson).

#### siRNA treatment

Silencer Select siRNAs to tankyrase-1 (s500462, CCACUUGAUUGUUUCUUUAtt), tankyrase-2 [(s37280 (GAGUAAAGAUUGUACAGCUtt) and s37281 (GGAC-AUAGGCACAAACUAAtt)] and negative control siRNAs were purchased from Thermo Fisher Scientific. Tankyrase-1 and -2 siRNA cocktail #A is 1:1 mixture of s500462 and s37280. Tankyrase-1 and -2 siRNA cocktail #B is 1:1 mixture of s500462 and s37281. ON-TARGETplus siRNA SMART pool to human β-catenin gene (CTNNB1) and non-targeting control siRNA were purchased from GE Healthcare Dharmacon. These siRNAs were introduced into cells using Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific).

#### Sequencing of tankyrase genes

Total RNA was extracted and cDNA was synthesized as described in the RT-qPCR section of Materials and Methods. Protein coding regions of tankyrase-1 and -2 genes were amplified by PCR from the synthesized cDNA using the KOD Plus Neo kit (Toyobo Co., Ltd., Osaka, Japan) and were directly sequenced with 3130 Genetic Analyzer (Applied Biosystems).

### TCF reporter assay

Reporter assay was done as described previously [30]. Cells were transfected with the firefly luciferase vector with Tcf promoter (pTcf7wt-luc, provided by Dr. Kunitada Shimotohno, National Center for Global Health and Medicine, via RIKEN BioResource Center, Ibaraki, Japan) and the Renilla luciferase vector phRL-CMV (Promega) by using Lipofectamine 2000 reagent (Thermo Fisher Scientific). Relative activity of firefly luciferase

to Renilla luciferase was determined with the Dual-Glo Luciferase Assay System (Promega).

### Cloning of 320-IWR cells

320-IWR cell-derived clones were obtained by limiting dilution method, seeding cells at the density of 1 cell/100  $\mu$ L/well in 96-well plates. After two weeks, we obtained multiple single colonies from the plates, and expanded the clones for further analysis.

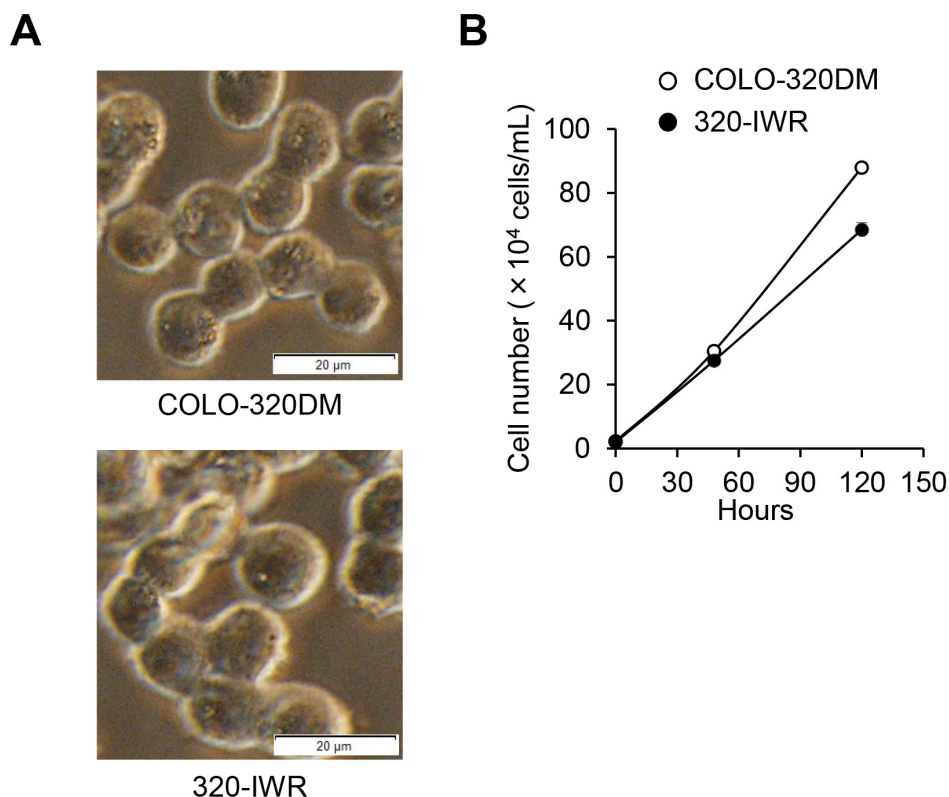

**Supplementary Figure 1: Morphology and proliferation rate of 320-IWR cells.** (A) Morphology of COLO-320DM and 320-IWR cells. (B) Proliferation rate of COLO-320DM and 320-IWR cells. Cell numbers were evaluated as in Materials and Methods. Error bars represent standard deviation (SD) of three independent experiments.

**A**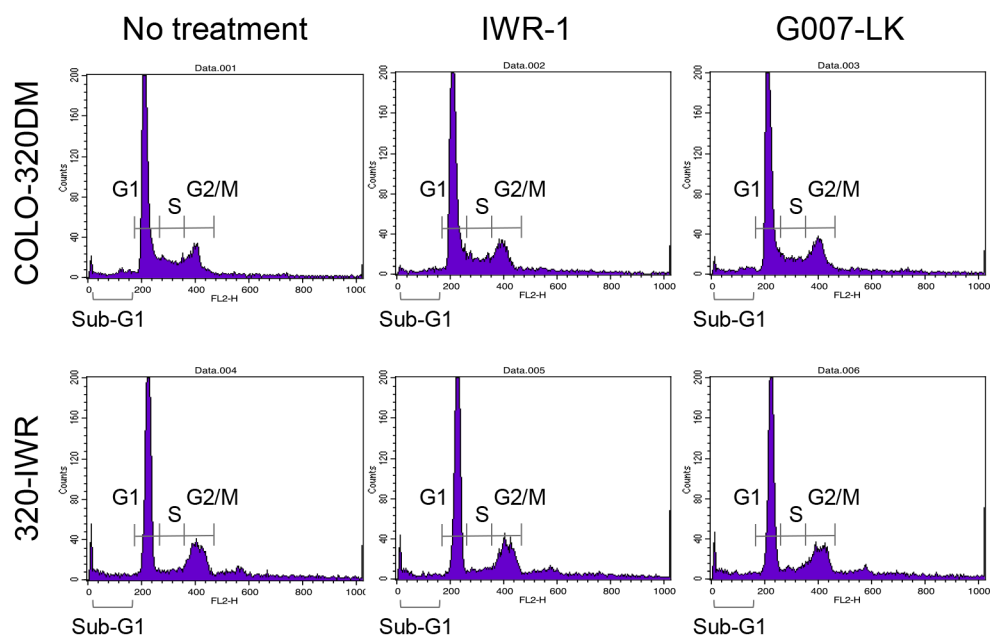**B**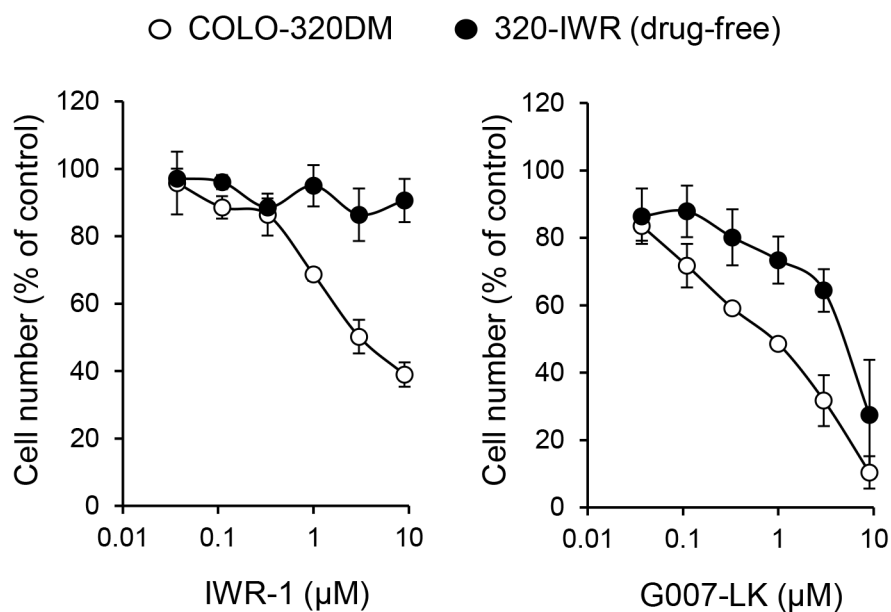

**Supplementary Figure 2: Cell cycle distribution and stability of tankyrase inhibitor-resistant phenotype of 320-IWR cells.** (A) COLO-320DM and 320-IWR cells were treated with tankyrase inhibitors, IWR-1 (9  $\mu\text{M}$ ) or G007-LK (1  $\mu\text{M}$ ) for 120 h. Cell cycle distribution and apoptotic cells (as revealed by sub-G1 cells) were examined by FACSCalibur flow cytometer as described in Supplementary Materials and Methods. (B) 320-IWR cells were cultured for 36 days in the absence of IWR-1. After the long-term drug-free culture, the resulting cells [320-IWR (drug-free)] as well as the parental COLO-320DM cells were treated with IWR-1 or G007-LK for 120 h. Cell numbers were evaluated as in Materials and Methods. Error bars represent standard deviation (SD) of three independent experiments.

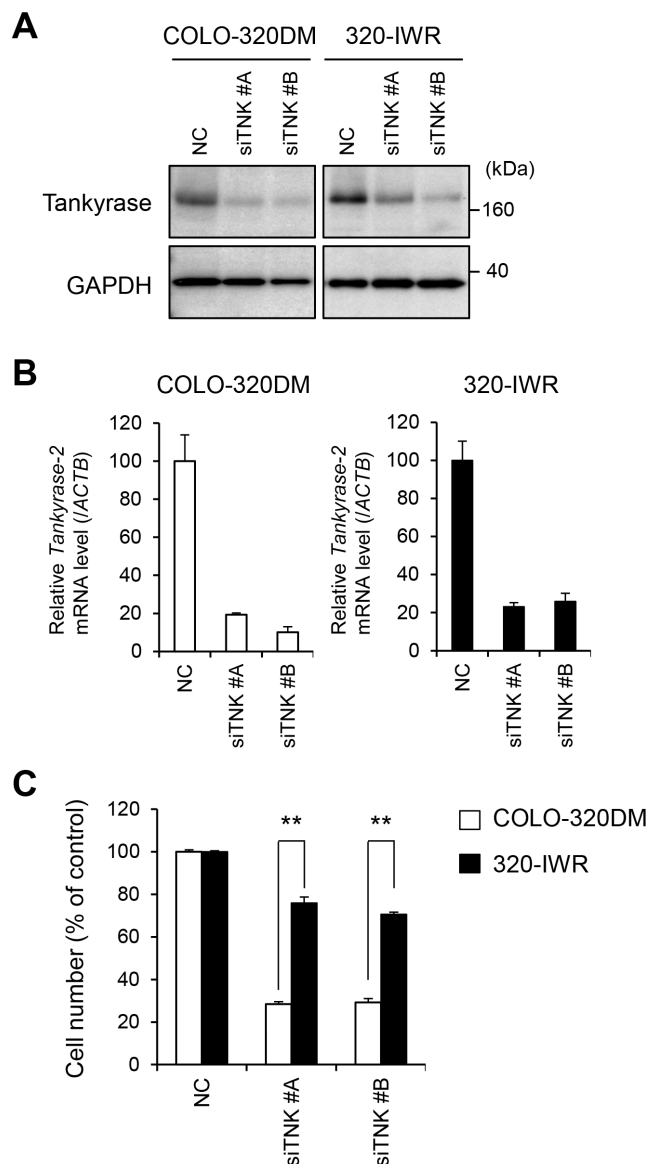

**Supplementary Figure 3: Resistance of 320-IWR cells to tankyrase knockdown.** Non-silencing control siRNA (NC), cocktail #A of siRNAs to tankyrase-1 and -2 (siTNK #A) or cocktail #B of siRNAs to tankyrase-1 and -2 (siTNK #B) were prepared and introduced into the indicated cells as described in Supplementary Materials and Methods. **(A)** Forty-eight hours after siRNA introduction, cell lysates were prepared and protein levels of tankyrase and GAPDH (as a loading control) were evaluated by western blot analysis. For tankyrase detection, we used anti-tankyrase-1/2 antibody (sc-8337, Santa Cruz Biotechnology), which mainly detects tankyrase-1 in COLO-320DM cells (our unpublished analysis). **(B)** Forty-eight hours after siRNA introduction, total RNA was prepared and *TNKS2* (*tankyrase-2*) expression levels were analyzed using RT-qPCR.  $\beta$ -Actin (*ACTB*) expression was analyzed to normalize the data. Error bars represent standard deviation (SD). **(C)** One-hundred twenty hours after siRNA introduction, cell number was evaluated as in Materials and Methods. Error bars represent standard deviation (SD) of three independent experiments. Statistical significance in the difference between COLO-320DM and 320-IWR cells was evaluated by Student *t* test (\*\*:  $P < 0.01$ ).

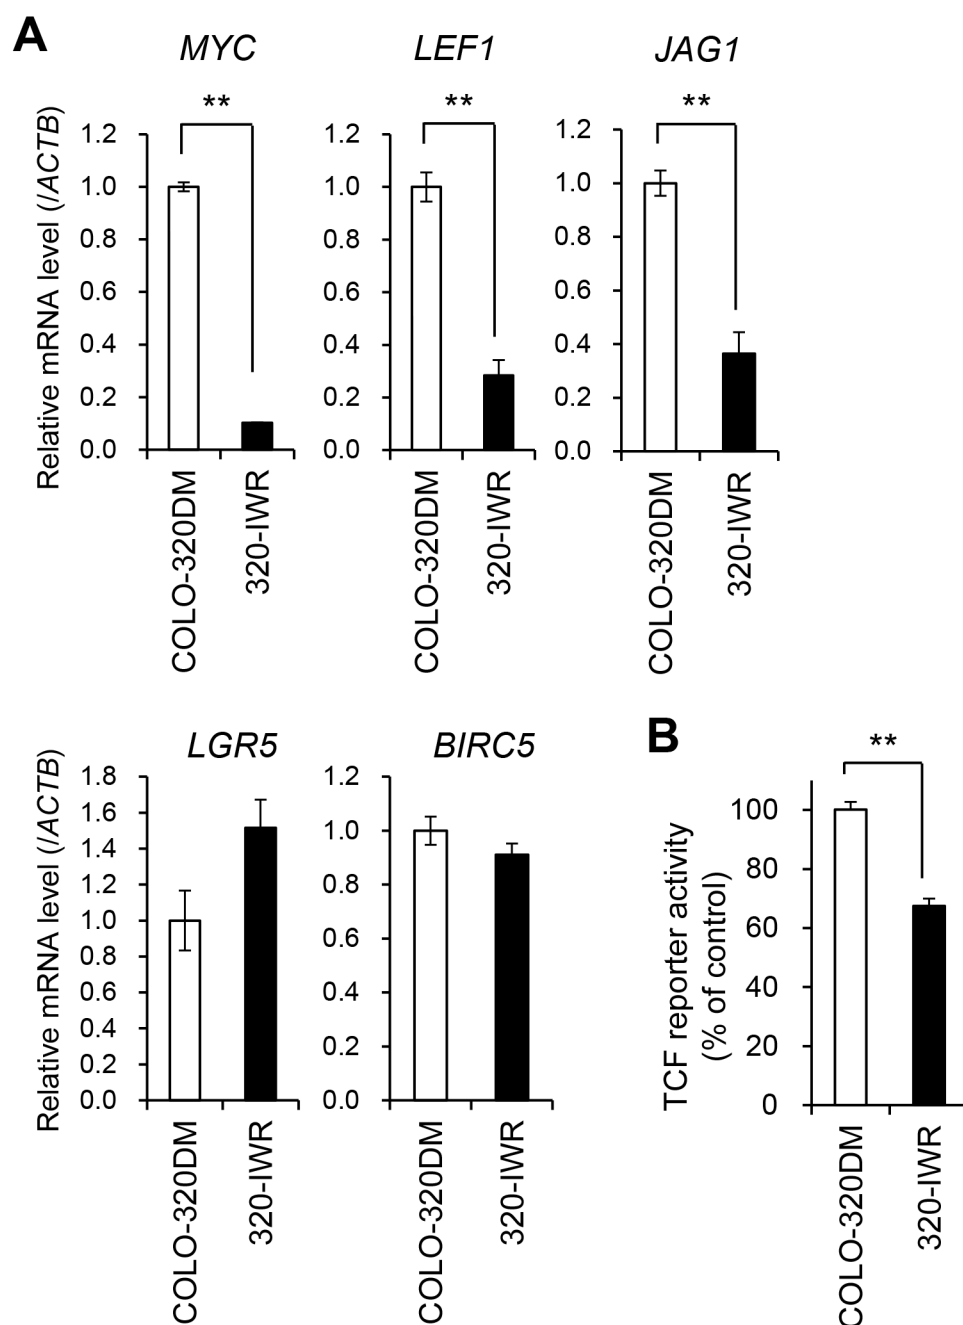

**Supplementary Figure 4: Downregulation of Wnt/ $\beta$ -catenin target gene expression and TCF promoter-mediated transcription in 320-IWR cells.** (A) Basal level expression of  $\beta$ -catenin target genes in COLO-320DM and 320-IWR cells. Total RNA was prepared and the expression levels of the  $\beta$ -catenin target genes were analyzed using RT-qPCR.  $\beta$ -Actin (*ACTB*) expression was analyzed to normalize the data. Error bars represent standard deviation (SD). For *MYC*, *LEF1* and *JAG1* data, statistical evaluation was done by Student *t* test (\*\*:  $P < 0.01$ ). (B) COLO-320DM and 320-IWR cells were transiently transfected with the reporter plasmids, and the Tcf promoter activity normalized by CMV promoter activity (as a control) was determined. Error bars represent standard deviation (SD) of three independent experiments. Statistical evaluation was done by Student *t* test (\*\*:  $P < .01$ ).

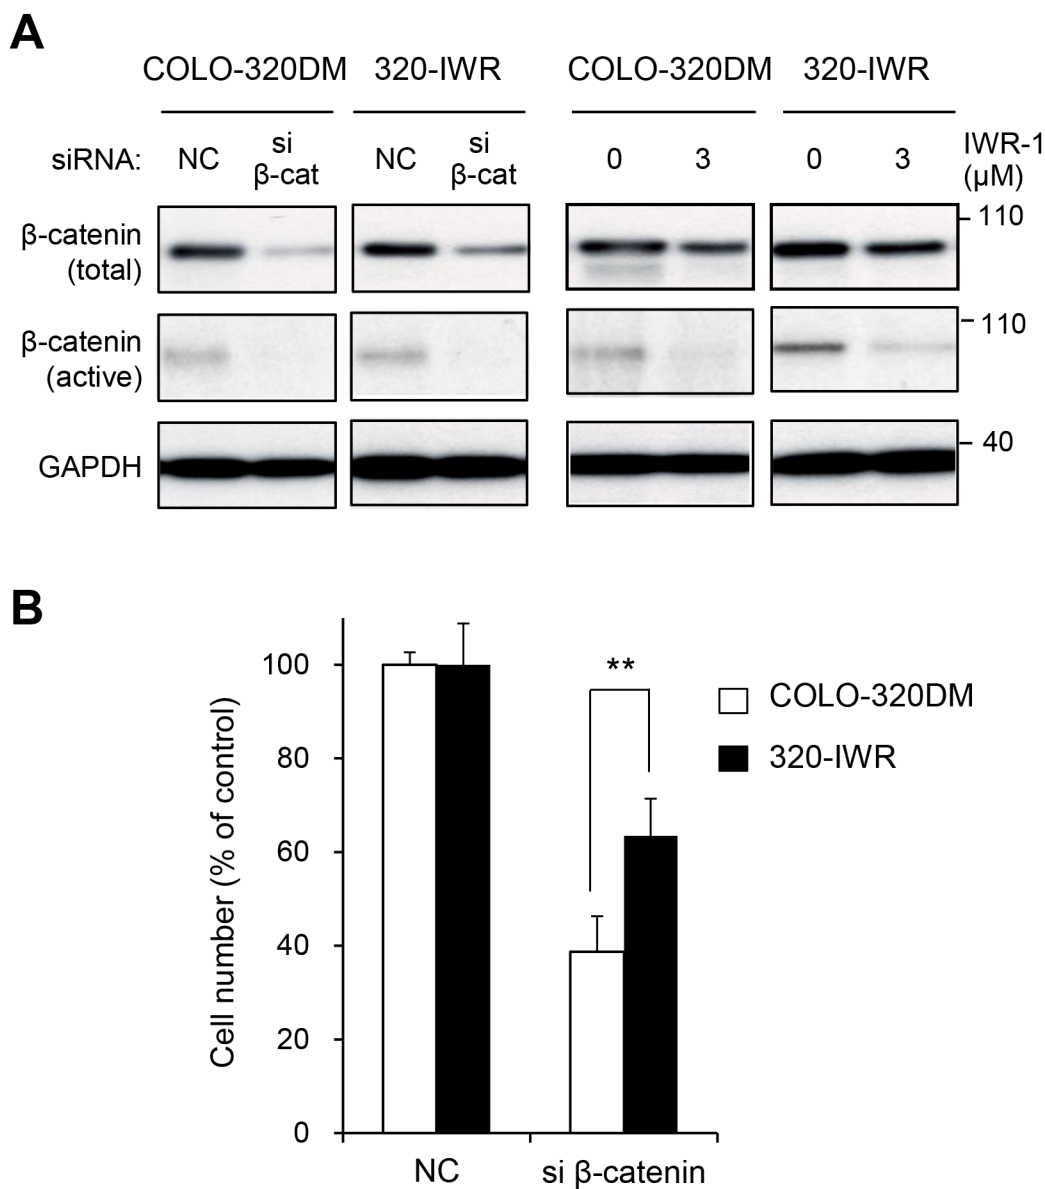

**Supplementary Figure 5: Resistance of 320-IWR cells to  $\beta$ -catenin knockdown.** Non-silencing control siRNA (NC) or  $\beta$ -catenin siRNA (si  $\beta$ -cat) were introduced into the indicated cells as described in Supplementary Materials and Methods. **(A)** Forty-eight hours after siRNA introduction, cell lysates were prepared and protein levels of  $\beta$ -catenin and GAPDH (as a loading control) were evaluated by western blot analysis. We also examined total and active  $\beta$ -catenin levels after IWR-1 treatment for 16 h. **(B)** One-hundred twenty hours after siRNA introduction, cell numbers were evaluated as in Materials and Methods. Error bars represent standard deviation (SD) of three independent experiments. Statistical evaluation was done by Student *t* test (\*\*:  $P < 0.01$ ).

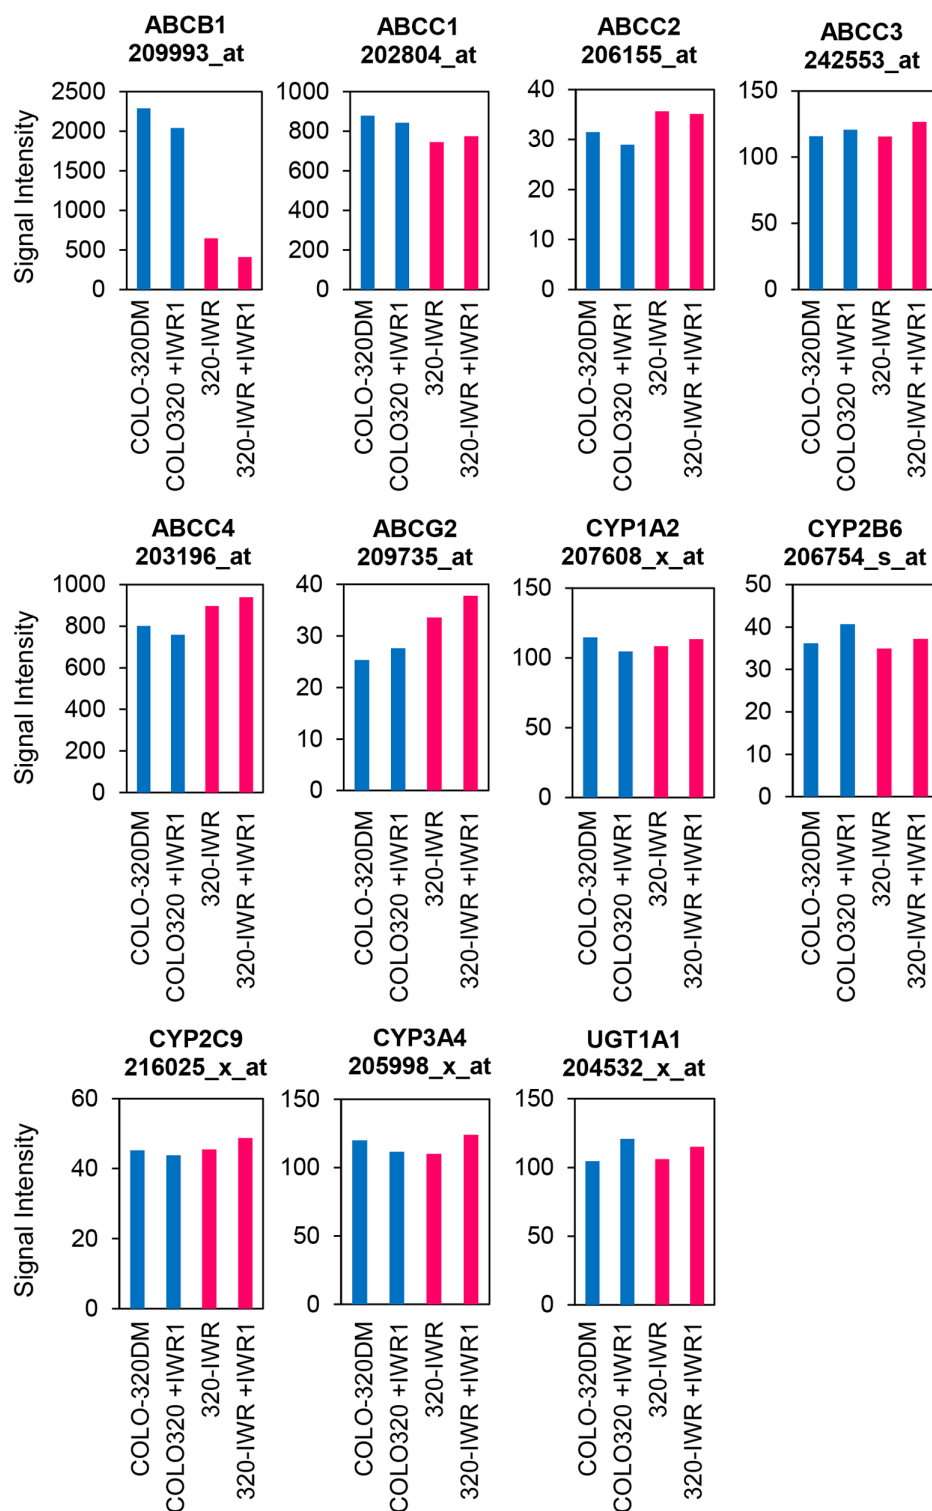

**Supplementary Figure 6: Expression of genes involved in drug transport and drug metabolism in 320-IWR cells.** From the cDNA microarray data of COLO-320DM and 320-IWR cells, we summarized the expression of genes related to drug transport and drug metabolism. Raw signal intensity values are shown.

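Of 10 probe sets shown, limma called 0 higher and 0 lower in 320-IWR cells, and 2 had an unadjusted p under 0.05. They were those of ABCB1, the multidrug efflux pump, and ABCG2, a further efflux pump. ABCB1 had intensities of 2305 and 992 on the COLO-320DM arrays and 629 and 163 on the 320-IWR arrays (log2 fold change -2.24, standard error 0.75, adjusted p = 0.433). It was lower in 320-IWR cells in both same-numbered pairs of arrays, but its arrays differed within each line by more than 2-fold. A second ABCB1 probe set had a log2 fold change of -2.17. ABCG2 was dim in both lines, with 9.84 ± 0.206 in COLO-320DM cells and 12.9 ± 1.77 in 320-IWR cells (SD, n = 2 each; log2 fold change 0.38, adjusted p = 0.515). ABCC1 and ABCC4 were bright and differed little, with 831 ± 84.6 against 759 ± 114 and 1108 ± 255 against 1110.5 ± 201 (SD, n = 2 each). ABCC2 and ABCC3 had log2 fold changes of 0.18 and 0.26 (adjusted p = 0.869 and 0.735). The cytochrome probe sets of CYP1A2 and CYP3A4 had log2 fold changes of 0.06 and 0.04. The probe sets that the paper assigns to CYP2B6 and UGT1A1 had log2 fold changes of 0.13 and 0.06, and the annotation gives each of them several symbols. The adjusted p of these 4 cytochrome and UGT1A1 probe sets was at least 0.916. The log2 fold change of ABCC4 was -0.02 under cyclic loess, and the signs of ABCC1, ABCC4 and the CYP1A2 and CYP3A4 probe sets changed when single arrays were left out.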

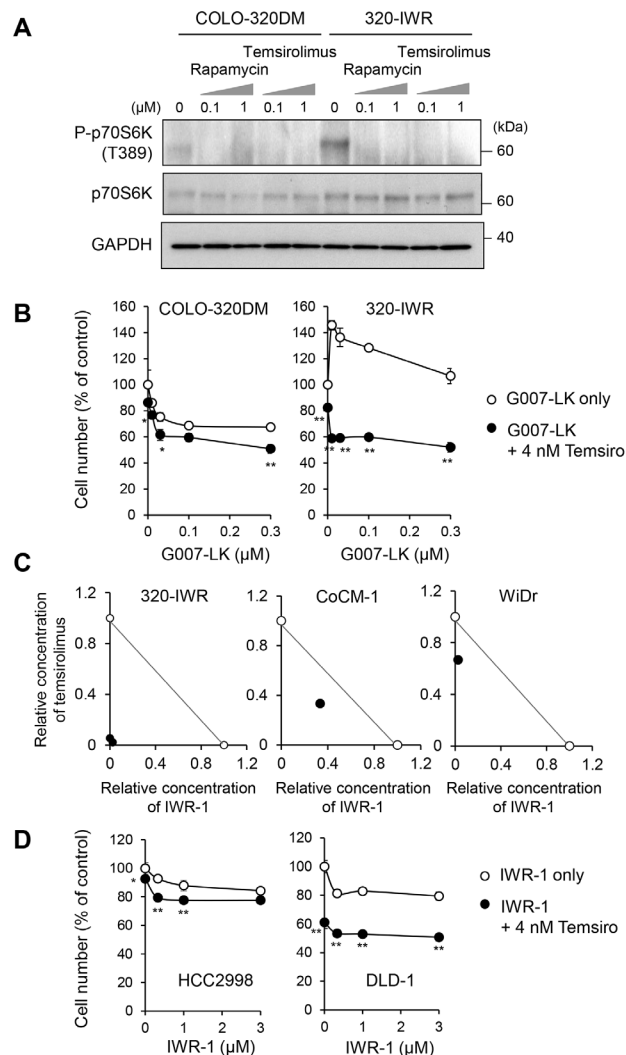

**Supplementary Figure 7: Synergistic anti-proliferative effect of tankyrase inhibitor and mTOR inhibitor in colorectal cancer cells.** (A) Effect of mTOR inhibitors temsirolimus and rapamycin on p70S6 kinase (p70S6K) in COLO-320DM and 320-IWR cells. Cells were treated with temsirolimus or rapamycin at the indicated concentrations for 2 h. Protein levels and phosphorylation status of p70S6K were evaluated by western blot analysis. (B) COLO-320DM and 320-IWR cells were treated with G007-LK and temsirolimus together at the indicated concentrations for 120 h. Cell numbers were evaluated as described in Materials and Methods. Error bars represent standard deviation (SD) of three independent experiments. Statistical significance was evaluated by Tukey-Kramer test (\*:  $P < 0.05$ ; \*\*:  $P < 0.01$ ). (C) Isobologram analysis was performed according to the calculation method as described [21]. In the graph, the combinational effect of two drugs is synergistic if the closed circle dot is left under the line. (D) HCC2998 and DLD-1 cells were treated with IWR-1 and temsirolimus at the indicated concentrations for 120 h. Cell numbers were determined as described in Materials and Methods. Error bars represent standard deviation (SD) of three independent experiments. Statistical significance was evaluated by Tukey-Kramer test (\*:  $P < 0.05$ ; \*\*:  $P < 0.01$ ).

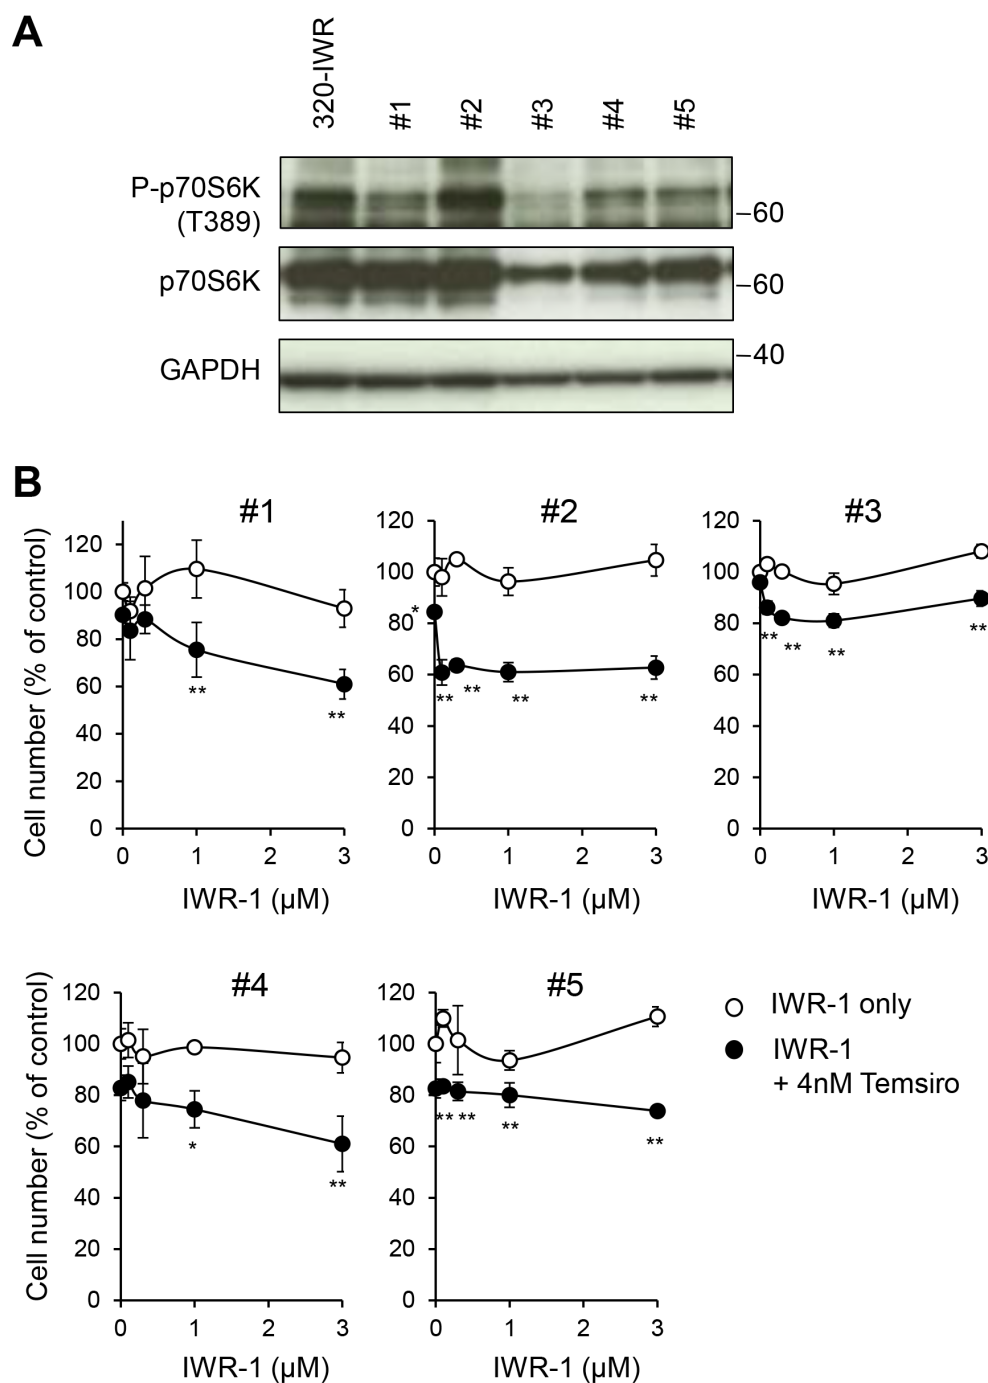

**Supplementary Figure 8: Involvement of mTOR activation in tankyrase inhibitor-resistance of 320-IWR clones.** (A) Phosphorylation level of mTOR pathway regulator, p70S6K in 320-IWR clones. Protein levels and phosphorylation status of p70S6K were evaluated by western blot analysis. (B) Reversal effect of temsirolimus on tankyrase inhibitor resistance of 320-IWR clones. Cells were treated with IWR-1 and temsirolimus (Temsiro) together at the indicated concentrations for 120 h. Cell numbers were calculated as described in Materials and Methods. Error bars represent standard deviation (SD) of three independent experiments. Statistical significance was evaluated by Tukey-Kramer test (\*:  $P < 0.05$ ; \*\*:  $P < 0.01$ ).

Supplementary Table 1: Cell cycle and apoptosis analysis in COLO-320DM and 320-IWR cells

| Cells      | Treatment    | Sub-G1 (%) | G1 (%) | S (%) | G2/M (%) |
|------------|--------------|------------|--------|-------|----------|
| COLO-320DM | No treatment | 3.5        | 67.9   | 9.1   | 15.3     |
|            | IWR-1        | 2.5        | 65.5   | 8.7   | 16.6     |
|            | G007-LK      | 3.4        | 62.7   | 8.2   | 18.7     |
| 320-IWR    | No treatment | 5.5        | 56.9   | 4.5   | 21.2     |
|            | IWR-1        | 4.7        | 53.9   | 4     | 22.3     |
|            | G007-LK      | 6.2        | 52.3   | 5.3   | 21.4     |

NOTE: COLO-320DM and 320-IWR cells were treated with tankyrase inhibitors, IWR-1 (9  $\mu$ M) or G007-LK (1  $\mu$ M) for 120 h. Percentage of cells in each phase of the cell cycle and apoptotic cells (sub-G1 cells) were quantified by FACSCalibur flow cytometer.

Supplementary Table 2: Genes differentially expressed in 320-IWR cells.

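The table lists 46 up-regulated and 111 down-regulated probe sets, which were chosen on these same arrays, so their direction is not independent evidence. All 157 had the table's direction in the deposited values. By limma, 34 of the up-regulated probe sets rose (73.9%) and 67 of the down-regulated fell (60.4%). Across the 157 probe sets, the paper's log2 fold changes and those from the arrays had a Pearson's r of 0.999 and differed by -0.37 to 0.31. The 4 table entries with a fold under 5 in the table itself are counted among the 157. Of the probe sets more than 5-fold apart by the means of log2 values, 45 higher and 110 lower ones are in the table, and 8 higher and 4 lower ones are not. Among the latter, SPRY2, an inhibitor of receptor tyrosine kinase signaling, TIAM1, an activator of RAC1, SLITRK5, GRIP1 and CTNNA2 rose and BICC1 fell by the test, with folds of 5.02 to 5.38. TIAM1 lies among neighbouring genes, from KRTAP19-3 to TCP10L, whose 6 brighter members were all higher in 320-IWR cells. LOC101929748, ADGRG6 and ACSL6, which were higher, and DACT1 and a second probe set of SOX9, a gene that the table lists, which were lower, did not pass the test, nor did a lower probe set that is annotated to several symbols. When 1 array was left out, the number of called table probe sets was between 0 and 19 among the up-regulated and between 0 and 44 among the down-regulated. It was 0 without either 320-IWR array, with 3756 and 3502 of all probe sets at an unadjusted p under 0.05 from limma without replicate 1 and replicate 2.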

See Supplementary File 2

Supplementary Table 3: Primers and probes for RT-qPCR

|                    | Forward               | Reverse               | Probe No. |
|--------------------|-----------------------|-----------------------|-----------|
| <i>APCDD1</i>      | cgcctcctgctcagatacc   | ggatgaaggaggcagaaac   | 14        |
| <i>AXIN2</i>       | cacacccttctccaatccaa  | tgccagtttctttggctctt  | 36        |
| <i>NKD1</i>        | tctcgccgggatagaaaac   | gggggcagttctgacttct   | 36        |
| <i>MYC</i>         | gctgcttagacgtggattt   | taacgttgagggcatcg     | 66        |
| <i>LEF1</i>        | cagtcgacacttccatgcc   | atgagggatgccagttgtgt  | 79        |
| <i>JAG1</i>        | tgaccagaatggcaaaaaa   | cagccttgctcgcaaatag   | 42        |
| <i>LGR5</i>        | accagactatgcctttggaac | ttcccaggagtggtattctat | 78        |
| <i>BIRC5</i>       | gcccagtggttcttctgctt  | ccggacgaatgcttttatg   | 11        |
| <i>tankyrase-2</i> | tgggtgtccagttcacaag   | aaggttaccggcacaaga    | 27        |

NOTE: mRNA expression was evaluated by RT-qPCR with the indicated primers and probes using LightCycler 96 (Roche).

How the deposited data were processed for this re-analysis (not part of the article)

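The data are the gene expression values of 4 GeneChip Human Genome U133 Plus 2.0 arrays, 2 of COLO-320DM cells and 2 of 320-IWR cells. Each array was mapped to its cell line by its label, and the labels and the paper give the same cell lines. According to the submitters' notes, the probe set intensities were made with RMA, without a version, before they were deposited, and the paper names GeneSpring GX for the normalization. No scanner intensities or detection calls were used. The values lie on a linear scale from 3.51 to 22475, so log2 was taken, with a floor of 1.

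All statistics were computed with R 4.3.3 and limma 3.58.1. Of 54675 probe sets, 62 controls were left out and 54613 were tested with lmFit and eBayes, with the cell line as the only term, a constant prior and no filter on dim probe sets. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold difference of the means of log2 values. The prior had 2.78 degrees of freedom. The supplied annotation gives 41091 probe sets 1 gene symbol, 1801 several and 11721 none. Its symbols were checked against the gene table of GRCh38.p14 and none needed an update. Genes are named from probe sets with 1 symbol. For gene lists, each of 19775 genes was represented by the probe set with the highest mean log2 value. Calls in a list were counted at the adjusted p over all probe sets and again adjusted over the list alone, each with the 2-fold limit.

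The 42 gene lists cover Wnt/β-catenin targets (the 8 that the paper measured by RT-qPCR, and a wider list), Wnt inhibitors, Wnt ligands and receptors, β-catenin localization, the tankyrase axis, YAP/TAZ targets, mTOR components, mTORC1 outputs and their 3 parts, ribosome biogenesis, ribosomal proteins, drug transport, drug metabolism, pluripotency, colorectal cancer stem cells, intestinal differentiation, neuroendocrine genes, epithelial genes, mesenchymal genes, BMP and TGF-β, HOX, neural transcription factors, kidney, limb and heart, cartilage and bone, silencing, histones, interferon, HLA class I, cancer/testis antigens, homologous recombination, S phase, G2/M, oxidative phosphorylation, p53 targets, the regions 8q24 and 13q12, and markers of leukocytes, fibroblasts and endothelium. They were tested with camera at a preset correlation of 0.01, with an estimated correlation as an alternative, and with fry. Both alternatives called 0 of the 42 lists, with 1 and 8 lists at an unadjusted p under 0.05. With an estimated correlation the smallest adjusted p of any list was 0.903. That test rests on the few degrees of freedom left by the arrays, so it could hardly call a list and does not decide.

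The named genes are the 10 largest rises and the 10 largest falls among called probe sets whose arrays do not overlap between the lines (1 probe set per gene), the genes that the paper names from its arrays, the 8 Wnt/β-catenin targets of the RT-qPCR figures, TNKS, TNKS2, CTNNB1, MTOR, RPTOR, RPS6KB1 and EIF4EBP1, and up to 4 called members of each list. The paper's Supplementary Table 2 and figures had been seen when this rule was written. Genes named outside it were chosen after their values were seen.

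Shifts along chromosomes were read from the running median of log2 fold changes over 11 neighbouring genes, for 19690 genes placed by the gene table of GRCh38.p14, against 1000 permutations of gene order. The alternatives for all results were the replicate number as a block, each array left out in turn, cyclic loess, equal array medians, a filter on dim probe sets (mean log2 value of at least 6 in a line) and a trended robust prior. Further alternatives were an adjusted p under 0.01, no fold limit, limma's treat against a 1.2-fold change, ratios of arithmetic means, the smaller fold of the same-numbered arrays, the mean of all probe sets of a gene, no probe sets ending in _x_at or _s_at, and a window of 21 genes. Where a line keeps 1 array, limma takes its spread from the other line.

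The procedure was tested on simulated data. Of probe sets changed by 1, 2 and 3 on the log2 scale, 0 of 67, 40 of 67 and 60 of 66 were recovered, and 2 unchanged probe sets were called. Camera called 0 of 100 lists without a shift and 10 of 10 lists shifted by 0.5. The GO terms of Table 1 and the enrichment score of Figure 5A were not recomputed, since GO annotation and the membership of the paper's gene set were not used here. A probe set of Supplementary Figure 6 is not reported here.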

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

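The tests of the position of MYC in the range of intensities, of the other Wnt/β-catenin targets, of the 8q24 list and of the POU5F1 copies were chosen only after the results were seen, and the runs of neighbouring genes had been seen when their 4 tests were chosen, though not the values of these tests. The test of scatter was added after the shift of the brighter genes had been computed, and the outcome of the brighter-gene test was changed from fitting to undecided after its value was seen.

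Signals that the paper does not take from its arrays were found in gene lists and along chromosomes. Ribosome biogenesis genes had a mean log2 fold change of 0.23 (camera adjusted p = 0.00282; adjusted p = 0.938 with an estimated correlation), and 30 of 35 were higher in 320-IWR cells. Limma called 0 of them, with 2 at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. Their mean was 0.04 without COLO-320DM replicate 1 and 0.12 without 320-IWR replicate 2, where the call was lost. It was 0.42 without COLO-320DM replicate 2. With the replicate number as a block the call was kept (camera adjusted p = 0.000248). Interferon-stimulated genes had a mean log2 fold change of -0.31 (60 genes, 34 of them lower; camera adjusted p = 0.00404; adjusted p = 0.903 with an estimated correlation). CXCL11 and HERC5, an ISG15 ligase, fell by 4.24 and 3.59 on the log2 scale, and 6 genes fell when adjusted over the list alone. The interferon call was lost without probe sets ending in _x_at or _s_at (adjusted p = 0.055). Along the chromosomes of GRCh38.p14, 104 windows of 11 neighbouring genes lay beyond the limit of 0.57 that 5% of permuted gene orders exceed, 27 of them upward and 77 downward.

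The 104 windows merge into 14 runs with 253 genes, and 59 of the windows lie on chromosome X. At the end of chromosome 12, from MMP17 to ANHX, 24 brighter genes had a median log2 fold change of -0.78, among them CHFR, POLE, EP400 and several zinc finger genes, with medians of -0.81 and -0.82 in the replicate 1 and replicate 2 pairs, while 9 brighter genes on chromosome X from CBLL2 to PPP4R3C had -0.74 and 10 on chromosome 7 from RBM33 to DYNC2I1 had 0.84. Differences between arrays within a line are argued against as the source, since the replicate difference passed its own limit (0.48) in 0 of these windows. A separate scan left out probe sets ending in _x_at or _s_at and kept 1 gene per symbol stem. Over its 10968 genes, 64 windows lay beyond its own limit of 0.52, so shifted windows also occurred without such copies. These 64 windows argue against signal shared between gene copies as the source of the pattern as a whole. Their overlap with the 104 was not tested, so for single runs such signal is not decided. The brighter genes were shifted by 0.77 (median, in the direction of their run) and the dimmer ones by 0.02, and the scatter of the brighter genes around the median of their run was 1.02 times that of other bright genes, but neither value decides, because the runs were found by the shift of these same genes. Copy number that differs between the lines, regulation of whole regions and a technical difference between the lines all stay open, and no DNA was measured.

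POU5F1B and MTSS1, both of 8q24, moved in opposite directions: probe sets of POU5F1B and of POU5F1 pseudogenes rose, and MTSS1 fell by 3.51 in its brightest probe set, while its other 4 probe sets, all dimmer, had log2 fold changes of -0.56 to -0.05. A change in copy number of the whole region around MYC is argued against by the median of the 18 measured 8q24 genes, 0.017, and by the running median farthest from 0 around these genes, -0.089, against the limit of 0.57. The 4 probe sets of the POU5F1 family had log2 fold changes within 0.47 of one another, which is consistent with signal of 1 source read by all of them, so which copy rose stays open, and MTSS1 was not called with any 1 array left out (adjusted p = 0.0652 and 0.0877 without COLO-320DM replicates 1 and 2). No biological explanation was tested for MTSS1.

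MYC was not lower on the arrays, with intensities of 17068 and 18942 in COLO-320DM cells and 19698 and 21695 in 320-IWR cells (log2 fold change 0.20, adjusted p = 0.794), whereas the paper's RT-qPCR found it repressed. At its lowest rank, MYC was number 24 among all probe sets of an array, and its lowest share of the brightest probe set was 75.9%, so saturation near the top of the range cannot be told apart from an unaltered level by these values. That the arrays came from cultures without the loss of Wnt target expression is argued against by the other 5 repressed genes, whose median log2 fold change was -1.18 (SD 0.54). Whether the RT-qPCR amplicon and the array read the same MYC transcripts was not tested.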

How the results depend on the processing

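No test in this part was chosen after the results were seen. The counts of probe sets more than 5-fold apart stayed within 1.5 times under every alternative run, and so did the counts of called probe sets under cyclic loess, equal medians, the filter on dim probe sets, the trended robust prior, treat and no fold limit. Of the 202 called probe sets, 201 were also called under cyclic loess, 202 with equal medians, 167 with the trended robust prior and 179 of the 179 that the filter on dim probe sets keeps. With the replicate number as a block, 182 probe sets rose and 394 fell, with 200 of the 202 shared. Same-numbered arrays shared part of their deviations (correlation 0.66), and the labels do not say what the number stands for. At an adjusted p under 0.01, 14 rose and 29 fell. With 1 array left out, 0 to 19 rose and 0 to 44 fell, and of the Supplementary Table 2 probe sets 0 to 19 rose and 0 to 44 fell. Limma called 0 without 320-IWR replicate 1 or replicate 2 (3756 and 3502 at an unadjusted p under 0.05) and 63 and 58 without COLO-320DM replicate 1 or replicate 2. Fewer arrays leave fewer degrees of freedom, and why the lines differ in this was not tested. Of the 42 lists, 1 was called higher and 6 lower. The number called lower was 3 with the block, 3 without probe sets ending in _x_at or _s_at, and 3 to 6 with 1 array left out. The number called higher with 1 array left out was 0 to 2. Camera with an estimated correlation called 0 higher and 0 lower, as did fry, with 1 and 8 lists at an unadjusted p under 0.05. With so few arrays the estimated correlation could hardly call any list, so its result does not decide. The block kept the calls of Wnt targets (adjusted p = 0.0186), Wnt inhibitors (0.0177), interferon-stimulated genes (0.0186) and ribosome biogenesis (0.000248), and lost those of the RT-qPCR targets (0.0821), cartilage and bone (0.0809) and mesenchymal genes (0.0571). The RT-qPCR list was also lost without COLO-320DM replicate 2 (0.0661). The mean of the mTORC1 output genes, -0.0009, was 0.000369 with equal medians, 0.010 with the filter on dim probe sets, 0.00151 with the mean of all probe sets, 0.056 for the glycolysis list alone and -0.051 to 0.050 with 1 array left out, and it was not called in any of these. With a window of 21 genes, 578 windows lay beyond the limit, which was 0.29 in place of 0.57. ABCC4 and RPS6KB1 had log2 fold changes of -0.019 and -0.023 under cyclic loess. With 1 array left out, log2 fold changes ranged from -0.29 to 0.018 for ABCC1, -0.23 to 0.25 for ABCC4, -0.050 to 0.17 for CYP1A2, -0.089 to 0.17 for CYP3A4, -0.12 to 0.18 for MTOR, -0.14 to 0.47 for RPTOR, -0.051 to 0.065 for RPS6KB1 and -0.10 to 0.29 for EIF4EBP1, none of them called in any setting. Apart from the window and the counts named, the causes were not tested. With the probe sets ordered by signal into 4 equal groups, 3 were called in the dimmest (mean intensity up to 14.6), against 42, 93 and 64 in the brighter groups, and whether real changes are fewer or harder to see among dim genes was not tested.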

Differences from the paper's values

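All alternatives in this part were set before the data were examined. The RT-qPCR values of the paper come from another assay and are set beside array ratios of 320-IWR to COLO-320DM. For NKD1 the paper's value is about 0.14 in Figure 4B, read by eye, and the array ratio was 0.218. Only without 320-IWR replicate 2 did the array value (0.178) lie within 1.5 times of it, and not with the block, the other arrays left out, cyclic loess, equal medians, the filter on dim probe sets, the trended robust prior or the ratio of arithmetic means. For MYC the paper's value is about 0.10 in Supplementary Figure 4A, read by eye, and the array ratio was 1.15, with no alternative within 1.5 times. Saturation of this probe set was not excluded, and no alternative tests it, so the array ratio does not measure how far MYC differed. For LEF1 the paper's value is about 0.29 in Supplementary Figure 4A, read by eye, and the array ratio was 0.529, again with no alternative within 1.5 times. For JAG1 the paper's value is about 0.37 in Supplementary Figure 4A, read by eye, and the array ratio was 0.561. Its ratio lay within 1.5 times under cyclic loess (0.55), with the ratio of arithmetic means (0.554), without COLO-320DM replicate 1 (0.467) and without 320-IWR replicate 2 (0.518), and not with the block, without COLO-320DM replicate 2 or 320-IWR replicate 1, with equal medians, the filter on dim probe sets or the trended robust prior. The array ratio of JAG1 comes from its brightest probe set. Of its other probe sets, those with ratios of 0.502 and 0.535 lay within 1.5 times of the paper's value. Those with ratios of 0.571, 1.02 and 1.03 did not. NKD1, LEF1 and JAG1 were lower in 320-IWR cells in both assays, as were APCDD1 and AXIN2.

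The paper states that it saw no increase in genes of drug detoxification or transport, with reference to Supplementary Figure 6. None of 10 probe sets of that figure was called higher by limma, with 2 of them at an unadjusted p under 0.05, while MGST1, a glutathione S-transferase outside the figure and in the paper's Supplementary Table 2, had a log2 fold change of 5.36. The table is described as holding genes more than 5-fold up- or down-regulated, and 4 of its 157 probe sets have a fold under 5 in the table.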

Other observations

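No test in this part was chosen after the results were seen, and NOTUM, NKD2, SP5, WNT5B, PROX1 and DOCK5 were chosen for naming after their values were seen.

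Wnt/β-catenin target genes were lower as a group in 320-IWR cells on the arrays, although no target passed the test by its brightest probe set at the main settings. A probe set of PROX1 that is not counted here rose (log2 fold change 2.02, adjusted p from limma 0.0459). The 40 measured targets had a mean log2 fold change of -0.40 and a median of -0.10 (camera adjusted p = 0.00282; adjusted p = 0.903 with an estimated correlation). Limma called 0 of them, with 18 at an unadjusted p under 0.05, and adjusted over the list alone 1 rose and 8 fell. The 8 targets of the paper's RT-qPCR had a mean of -0.65 (camera adjusted p = 0.0123; adjusted p = 0.903 with an estimated correlation), a call that was lost with the replicate number as a block (0.0821). Limma called 0, 6 had an unadjusted p under 0.05, and 3 fell when adjusted over the list alone. NKD1, an inhibitor of Wnt signaling and itself a target, had a log2 fold change of -2.20 (adjusted p = 0.0566), APCDD1 -1.25 (0.102), AXIN2 -1.18 (0.121), LEF1 -0.92 (0.168) and JAG1 -0.83 (0.301). NKD1 was called with the block (adjusted p = 0.0493), under cyclic loess (0.04) and with the filter on dim probe sets (0.0484). BIRC5 had 0.14 (adjusted p = 0.892). The 45 Wnt inhibitors were shifted down (mean -0.49, camera adjusted p = 0.00329; adjusted p = 0.903 with an estimated correlation), with 0 called by limma, 18 at an unadjusted p under 0.05 and 7 falling when adjusted over the list alone. NOTUM, which removes the lipid of Wnt proteins, had a log2 fold change of -3.29 and NKD2 -1.87 (adjusted p = 0.0566 and 0.0851), while the target SP5 had 1.32 (adjusted p = 0.0646). WNT5B had -1.92 (adjusted p = 0.0556). The tankyrase genes TNKS and TNKS2 had log2 fold changes of -0.07 and -0.34 (adjusted p = 0.979 and 0.644). The 15 genes of the tankyrase axis had a mean of 0.01 (camera adjusted p = 0.85), with 0 called by limma, 3 at an unadjusted p under 0.05 and 1, AXIN2, falling when adjusted over the list alone.

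The probe sets of CTAG2 rose among 37 cancer/testis antigen genes (log2 fold change 3.86 in the brightest). In Supplementary Table 2, 3 probe sets with several symbols, which the paper assigns to CTAG1A, rose alike (3.77, 3.56 and 3.63), so which of these related genes rose stays open, and 1 rose when adjusted over the list alone. The list had a mean of 0.04 and a median of -0.03 (camera pointing down, adjusted p = 0.85). PERP fell among 20 p53 targets, of which 1 rose and 2 fell when adjusted over the list alone (mean -0.15, median 0.03, camera pointing down, adjusted p = 0.85). Among 18 genes of 8q24, the probe set of POU5F1B, which does not tell the POU5F1 copies apart, rose and MTSS1 fell, also when adjusted over the list alone (mean -0.02, median 0.02, camera pointing up, adjusted p = 0.85). LRATD2, of the same region, had a log2 fold change of -2.36 in one probe set and -0.19 in another, both bright. The 15 genes of 13q12 around CDX2 had a mean of 0.02 (adjusted p = 0.85). Genes of proliferation were not shifted as groups: 48 S phase genes had a mean of 0.07 (camera adjusted p = 0.656), 53 G2/M genes 0.04 (0.85) and 42 histone genes 0.12 (0.225). The 53 ribosomal protein genes had a mean of 0.02 and a median of 0.00, just below 0 (camera pointing up, adjusted p = 0.85), and the 46 genes of oxidative phosphorylation a mean of 0.06 (0.656). The 43 genes of homologous recombination had a mean of 0.03 and a median of -0.01 (camera pointing up, adjusted p = 0.85), the 50 silencing factors a mean of -0.01 (0.85), the 25 YAP/TAZ targets a mean of 0.00 (0.947) and the 10 HLA class I genes a mean of -0.13 (0.164). The markers of other cell types had means of 0.07 for 18 leukocyte genes (0.718), -0.13 for 12 fibroblast genes (0.718) and -0.05 for 10 endothelial genes (0.85). By brightest probe sets, limma called 0 genes in these 13 lists from 13q12 to the cell type markers. In the order given, 0, 7, 1, 1, 1, 5, 7, 7, 3, 0, 1, 2 and 0 had an unadjusted p under 0.05. Adjusted over the list alone, 1 fibroblast gene fell and no other passed. A probe set of DOCK5 that is not counted here rose (log2 fold change 2.20, adjusted p from limma 0.044).

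The signal columns of the paper's Supplementary Table 2 lie nearer to replicate 2: the log2 ratio of its signals differed from the log2 fold change of the replicate 2 arrays by 0.13 on average (size) and from that of the replicate 1 arrays by 0.52.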
